# Cellular effects of splenectomy on liver regeneration after 70% resection

**DOI:** 10.3389/fcell.2025.1561815

**Published:** 2025-05-01

**Authors:** Andrey Elchaninov, Polina Vishnyakova, Elena Gantsova, Miroslava Chirkova, Victoria Karyagina, Larkin Anatoliy, Evgeniya Kananykhina, Maria Kuznetsova, Ibrahim Atabekov, Evgeny Karpulevich, Silachev Denis, Dmitry Trofimov, Dmitry Goldshtein, Timur Fatkhudinov, Gennady Sukhikh

**Keywords:** spleen, liver, regeneration, macrophages, monocytes

## Abstract

**Introduction:**

Mammalian liver regeneration is a complex process, the regulation of which involves many mechanisms. The immune system has a pronounced influence on the course of reparative processes in mammals. The hepatic portal vein system provides a direct anatomical connection between the liver and the spleen ― the largest lymphoid organ in mammals. Accordingly, the spleen may have a direct effect on liver regeneration as a source of biologically active substances and migrating leukocytes. Specific mechanisms of such influence remain understudied. This study aimed to assess the effect of splenectomy on liver regeneration after 70% resection in mouse model.

**Methods:**

Murine model of liver regeneration after 70% resection was reproduced in C57BL/6 male mice, some of them splenectomized 7 days before the liver resection. Proliferation marker Ki67 in the liver was assessed by immunohistochemistry and the protein content for cyclin D1, cyclin A2 and p53 in the liver was assessed by Western blotting. Using TUNEL assay, an increase in the number of apoptotic cells was detected. The highest number of TUNEL+ cells was detected 1 day after liver resection, while the number of apoptotic cells in animals with prior splenectomy was significantly lower compared to animals with preserved spleen. The dynamics of Ly6C+ monocytes and Ly6G+ leukocytes were studied by flow cytometry. Macrophages were isolated from the regenerating liver using magnetic sorting for F4/80 and their gene expression profiles were analyzed using Clariom™ S Assay, mouse. Peripheral blood and splenic monocytes were isolated by magnetic sorting for CD115 and analyzed by Illumina HiSeq 2500 platform RNA sequencing. Migration of peripheral blood and splenic leukocytes to the regenerating liver was studied using allogeneic transplantation of cells derived from B10-GFP mice.

**Results and discussion:**

Animals splenectomized prior to the liver resection showed higher rates of cell proliferation along with higher content of р53 protein in the remnant organ. Splenectomy also correlated with decreased rates of Ly6C+ monocyte and Ly6G+ leukocyte migration. Macrophages in the regenerating liver were transcriptomically enriched for signaling pathways associated with monocyte migration, cell adhesion and cell death. As shown by the GFP+ leukocyte transplantation experiment, the leukocytes migrating to the regenerating liver are mainly of splenic origin. According to high-throughput sequencing data, these cells express high levels of cell adhesion molecules. The spleen has a significant effect on liver regeneration through secretion of biologically active substances and migrating leukocytes. Pre-splenectomy leads to a more pronounced liver damage response after 70% resection, as indicated by higher rates of cell proliferation, higher p53 protein content and cell death-associated signaling pathway activation.

## Introduction

Liver regeneration is a complex multi-stage process regulated by many factors (Campana et al., 2021) mostly produced by the organ itself, with the exception of thyroid and adrenal hormones, as well as the epidermal growth factor EGF produced in Brunner glands of the duodenum (Michalopoulos and Bhushan, 2021). Among anatomical structures outside the liver thought to influence liver regeneration, spleen is a special focus, since the two organs are directly connected via splenic vein which belongs to the hepatic portal vein system (Elchaninov et al., 2022; Tarantino et al., 2021). The influence is presumably reciprocated via systemic circulation; in particular, the feedback may involve hepatocyte decay products that promote activation of various leukocyte populations in the spleen (Elchaninov et al., 2022; Tarantino et al., 2021).

Several mechanisms of influence of the spleen on the liver are considered. Most often, the spleen is considered as a possible source of synthesis of biologically active substances that can affect the liver. These substances include interleukins (Il1b, Il6, Il10) and growth factors (TGFβ, HGF) (Morinaga et al., 2010; Yin et al., 2011). Previously, we hypothesized a key role for inhibitors of serine and cysteine proteases, the expression of which is significantly increased in the spleen after experimental liver resection (Elchaninov et al., 2023).

A different mechanistic concept considers the spleen as a deposit of various leukocyte subsets that can migrate to the injured liver. Such route has been demonstrated in myocardial infarction and ischemic stroke models (Swirski et al., 2009; Kim et al., 2014). At the same time, growing tumors are colonized by blood monocytes that has not been deposited in the spleen (Shand et al., 2014). For liver repair, corresponding data are missing.

The third mechanistic concept considers the possible influence of the spleen on hemodynamic conditions in the liver. Liver resection causes an increase in the portal vein blood pressure (Michalopoulos and Bhushan, 2021) and signs of portal hypertension are also found in liver cirrhosis (Li et al., 2017). As the splenic vein is a major tributary of the hepatic portal vein, splenectomy can substantively reduce the blood pressure in this system (Li et al., 2017). A recently suggested additional link to liver homeostasis is indirect, involving splenic influence on the gut microbiota (Jin et al., 2024).

Although the hypothetical mechanisms of hepatosplenic influence have rather long been suggested, their actual contribution to liver regeneration remains unclear.

Liver macrophages are key accessory cells of the liver in terms of tissue homeostasis (Campana et al., 2021). Liver regeneration has been reported to involve both activation of resident liver macrophages and migration of monocytes to the liver. In this study we focus on splenic influence on macrophages in regenerating liver and more generally on splenic trace in the matter of leukocyte migration to the organ. As a model of liver regeneration, we used the compensatory growth of liver remnant after 70% resection in mice. This model represents an extensively studied variant of liver regeneration with a determined mass of lost parenchyma. To assess the splenic influence on liver repair, we used the splenectomy model, which is a clinically relevant choice. Splenectomy in patients with pathologically altered liver is often beneficial for the liver, but the mechanisms of the influence remain understudied.

Thus, for the first time, on a liver regeneration model after 70% resection in mice, the effect of splenectomy on the dynamics of liver mass restoration, proliferation dynamics, and the dynamics of the leukocyte population of the liver was studied. It was found that the spleen is a depot of leukocytes (granulocytes and monocytes), which migrate to the liver after its resection. Splenectomy reduces the level of granulocyte and monocyte migration to the resected liver.

## Materials and methods

### Animals

The study used C57BL/6 male mice, n = 62, body weight 20–22 g, purchased from Stolbovaya facilities (Russia).

The animals were kept in plastic cages at 22°C ± 1°C with light on from 6:00 a.m. to 6:00 p.m. and *ad libitum* access to standard food and water. The housing conditions complied with the International Recommendations for Conducting Biomedical Research on Animals of 1985 and the rules of laboratory activities in the Russian Federation: Order of the Ministry of Health of the Russian Federation No. 267 of 2003 and the “On the Protection of Animals from Cruelty” law, Chapter V, Article 10, 4679-GD, of 1999. The study was approved by the Ethics Committee of the Research Institute of Human Morphology named after A.P. Avtsyn (protocol No. 29 (5) of 8 November 2021). All procedures complied with ARRIVE guidelines.

### Model

In the first series of experiments, liver resection was performed in intact animals (n = 25); in the second series of experiments the animals were splenectomized 7 days before the liver resection (n = 25). Sham-operated animals with intact liver (n = 6) and splenectomized animals with preserved liver (n = 6) were used as respective controls (Figure 1).

**FIGURE 1:**
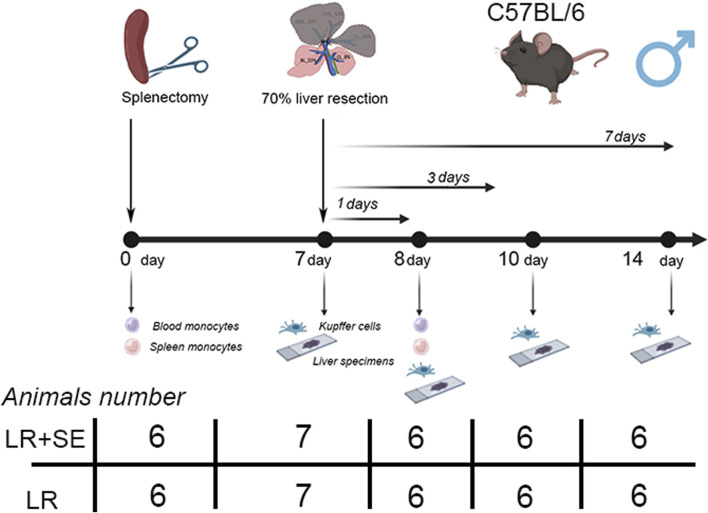
Scheme of experiment. LR – 70% liver resection, LR + SE - 70% liver resection in combination with previous splenectomy.

The interventions were carried out from 10.00 to 11.00 a.m. under general isoflurane anesthesia. In the postoperative period, the animals were housed two per cage under standard conditions.

For splenectomy, the abdominal cavity was opened, the spleen was brought into the wound and its vessels were ligated and then the spleen was completely removed; the wound of the anterior abdominal wall was sutured in layers. Liver resection with removal of 70% of the organ mass was performed according to the Higgins and Anderson method (Nevzorova et al., 2015). Splenectomy was performed 7 days before 70% liver resection. This protocol was chosen to allow experimental animals to cope with the stress caused by the operation. In clinical practice, splenectomy is performed simultaneously with liver resection. However, in our opinion, this operation to remove actually two organs is too traumatic for experimental animals. In addition, according to available data, the absence of the spleen continues to affect liver regeneration regardless of the period of asplenia (Babaeva, 1989). The ventral incision was closed with suture and treated with 0.05% chlorhexidine bigluconate followed by an alcohol swabbing. The anterior abdominal wall was sutured in layers. The muscles and skin were sutured with separate knotted sutures (COATED VICRYL® (polyglactin 910) Suture, Ethicon, United States). The level of pain was assessed by activity, food, and water intake. Meloxicam (1.0 mg/kg/day) was used to provide analgesia in the pre- and postoperative period and was administered 30 min before surgery and every 12 h for 2 days after surgery.

The animals were withdrawn from the experiment 24 h, 72 h and 7 days post-resection using a CO_2_ chamber.

### Histology and immunohistochemistry

Liver fragments were fixed in 10% neutral formalin and subjected to standard histological dehydration, paraffin embedding and sectioning. The 5–8 μm sections were stained with hematoxylin and eosin for pathomorphological assessment.

For immunohistochemical tests, the tissue was placed in liquid nitrogen and cryosectioned at 5–8 μm thickness. The sections were incubated with primary antibodies for 12 h and fluorophore-conjugated secondary antibodies (FITC or PE; 1: 200, Abcam, UK) for 1 h. Anti-Ki67 antibodies (ab15580, Abcam, UK) or Anti-caspase three antibodies (AF6311, Affinity Biosciences, UK) were used in 1:100 dilution; the nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, Sigma-Aldrich Co LLC). The positivity indexes were determined as the percentage of labeled cells in total cell counts, with at least 3,000 cells counted for each marker.

### TUNEL-test

Test was performed using TUNEL assay kit-FITC (ab66108, Abcam, UK). Cell apoptosis was assessed by counting the number of TUNEL-positive cells (green) in the field with following normalizing to total cell number (red).

### Western blotting

The liver tissue was homogenized in a protein solubilization buffer (MicroRotofor Lysis Kit, BioRad, United States) supplemented with tributylphosphine and protease inhibitor cocktail. The homogenate was centrifuged at 14,000 g for 30 min. The supernatant was collected and mixed with precipitation buffer with added β-mercaptoethanol, heated for 5 min at +65°C and stored at −20°C. The proteins were separated by Laemmli electrophoresis in 10%–12.5% polyacrylamide gel and transferred to PVDF membranes (BioRad, United States) in Trans-Blot Turbo (BioRad, United States) at 0.35 A for 45 min. To block nonspecific antibody binding sites, the membrane was incubated in EveryBlot blocking buffer (BioRad, United States) for 40 min at room temperature. Incubation with antibodies to р53 (ab154036, Abcam, UK), Cyclin A_2_ (ab181591, Abcam, UK) or Cyclin D_1_ (ab134175, Abcam, UK) was carried out at +4°С overnight. After washing, the membranes were exposed to secondary HRP-conjugated antibodies for 1 h at room temperature. The chemiluminescence visualization was performed with Novex ECL kit (Invitrogen, United States) in a ChemiDoc imaging system (BioRad, United States). The signal intensity distribution analysis was performed using ImageLab software with GAPDH as normalizing protein. The uncropped Western blot membranes are presented in the Supplementary Material S1.

### Isolation of stromal cell fraction from the liver

Briefly, under anesthesia, the liver was perfused with a solution of phosphate-buffered saline via the portal vein. The organ was dissected, minced and incubated in 0.1% solution of type I and IV collagenases (PanEco, Russia). The suspension was passed through a 100 µm nylon strainer (SPL Life Sciences, Korea) and washed twice from the enzymes (300 g at 20°С for 10 min). The cells were resuspended in 30 mL of phosphate-buffered saline and centrifuged at 50 *g* for 3 min. As a result, parenchymal cells of the liver (hepatocytes) were sedimented and the non-parenchymal cell types (including liver macrophages, the Kupffer cells) remained in the supernatant.

### Isolation of liver macrophages

Separation of stromal cells from the bulk of hepatocytes was carried out as described in the previous paragraph. To enrich the stromal cell fraction with macrophages, the supernatant was mixed with Lympholyte®-M density separation medium (Cedarlane, Canada) and centrifuged at 400 *g* and 20°C for 30 min. The obtained fraction predominantly consisted of Kupffer cells. The suspension underwent immunomagnetic sorting on a manual MidiMACS™ Separator using LS Columns (Miltenyi Biotec, Germany) with Anti-F4/80 MicroBeadsUltraPure magnetic microparticles (Miltenyi Biotec, Germany) in accordance with the manufacturer’s recommendations. Each preparation contained pooled Kupffer cells from five mice.

### Isolation of monocyte-macrophage fraction from the spleen

Isolation the leukocyte fraction from the spleen has been described previously. Mechanical disaggregation, incubation with 0.05% solution of type I and IV collagenases (PanEco, Russia) and gradient centrifugation were used for this purpose (Elchaninov et al., 2023) The red blood cells were lyzed with Red Blood Cell Lysis Solution (Miltenyi Biotec, Germany); the total cell fraction was mixed with equal volume of Hanks’ solution supplemented with heparin (1000 IU/mL; Sintez, Russia). The mononuclear cell fraction was obtained by gradient centrifugation on Ficoll (PanEco, Russia; 400 g at 20°С for 30 min) The suspension underwent immunomagnetic sorting on a manual MidiMACS™ Separator using LS Columns (Miltenyi Biotec, Germany) with Anti-CD115 MicroBeadsUltraPure magnetic microparticles (Miltenyi Biotec, Germany) in accordance with the manufacturer’s recommendations. The obtained *monocyte-macrophage fraction* was immunophenotyped by flow cytometry.

### Isolation of monocytes from peripheral blood

Peripheral blood collected from male mice was mixed with equal volume of heparin-supplemented Hanks’ solution (1000 IU/mL heparin; Sintez, Russia). The mononuclear cell fraction was obtained by gradient centrifugation on Ficoll (PanEco, Russia; 400 g at 20°С for 30 min) and washed twice with Hanks’ solution (300 g at 20°С for 20 min. The suspension underwent immunomagnetic sorting on a manual MidiMACS™ Separator using LS Columns (Miltenyi Biotec, Germany) with Anti-CD115 MicroBeadsUltraPure magnetic microparticles (Miltenyi Biotec, Germany) in accordance with the manufacturer’s recommendations.

### Model of splenic leukocyte migration to regenerating liver

The leukocyte fraction was isolated from the spleen of male B10-GFP mice by the protocol described in previous paragraphs. The B10-GFP male mice, body weight 20–22 g, received from the “Andreevka” branch of the Federal State Budgetary Institution of Science “Scientific Center for Biomedical Technologies of the Federal Medical and Biological Agency”. The B10-GFP mouse line is derived from a hybridization of C57BL/10SnY mice and C57BL/6TgN (ACTbEGFP)1Osb mice (Jackson Laboratory, United States).

The isolated cell fraction was infused to intact male C57BL/6 mice via tail vein, 8 × 10^5^ cells per animal, prior to 70% liver resection. The animals were withdrawn on days 1, 3 and 7 post-resection. The stromal fraction was isolated from the liver as described in previous paragraphs and the presence of GFP + cells was assessed by flow cytometry.

### Analysis of liver leukocyte subsets by flow cytometry

The stromal cell fraction of the liver was immunophenotyped for surface markers CD45, F4/80, CD11b, Ly6C, Ly6G. For immunostaining, 1 × 10^5^ cells were incubated in 100 µL Rinsing Solution (Miltenyi Biotec, Germany) with primary antibodies at room temperature for 1 h, washed, resuspended in phosphate-buffered saline and analyzed in a FACScan™ flow cytometer (Becton Dickinson, United States) with CellQuest software, 10^4^ cells per each measurement. The population of interest was defined in a forward-vs. side-scatter (FSC-SSC) plot to exclude debris. To assess the number of positive leukocytes, CD45^+^ cells were isolated in the SSC and CD45 dot plots and the positive subset was isolated in the SSC and F4/80|CD11b|Ly6C|Ly6G dot plots. The gating strategy is presented in the Supplementary Material S1. Gates for stained samples were set based on the autofluorescence of the unstained control sample for each group.

### Transcriptomics

Total RNA was extracted from cell preps using RNeasy Plus Mini Kit (QIAGEN, Germany). The Clariom™ S Assay, mouse (Applied Biosystems™, United States) used total RNA from liver macrophages sorted immunomagnetically for F4/80. The data have been deposited into the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (GEO accession: GSE266703).

The Illumina HiSeq 2500 sequencing used total RNA from peripheral blood and splenic monocytes obtained by magnetic sorting. The detailed procedure is available in the Supplementary Material S1.

The data have been deposited into the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (GEO accession: GSE263764).

### Enzyme-linked immunosorbent assay

The protein content measurements for C1INH (MEA235Mu, Cloud-Clone, United States), Cystatin A (SEA476Mu, Cloud-Clone, United States) and Serpina3g (EM0799, Fine Test, United States) in the blood were carried out using an enzyme-linked immunosorbent assay in accordance with the manufacturers’ recommendations.

### Statistics

The data were analyzed in SigmaStat 3.5 software (Systat Software Inc, United States) using One way ANOVA with Holm-Sidak *post hoc* test. Ki67 index data were compared using a z-test. The differences were considered statistically significant at *p* < 0.05. For pairwise comparisons, the method was linked to distribution type, with Student’s t-test used for normally distributed variables and Mann-Whitney U-test for distributions other than normal. The conformity of the distribution of signs to normality was checked using the Kolmogorov-Smirnov criterion.

## Results

### Characterization of the liver recovery process after 70% liver resection with regard to splenectomy status

Mitotic figures in hepatocytes were recorded on days 3 and 7 post-resection in both groups (Figure 2a). Restoration of liver mass, the main indicator of the post-resection liver recovery, is complete in about 7 days post-resection (Figure 2b). The absence of the spleen did not affect the dynamics of liver mass restoration in experimental animals. Histological structure of the regenerating remnant liver in pre-splenectomized animals was similar to that in animals with preserved spleen (Figure 2b).

**FIGURE 2:**
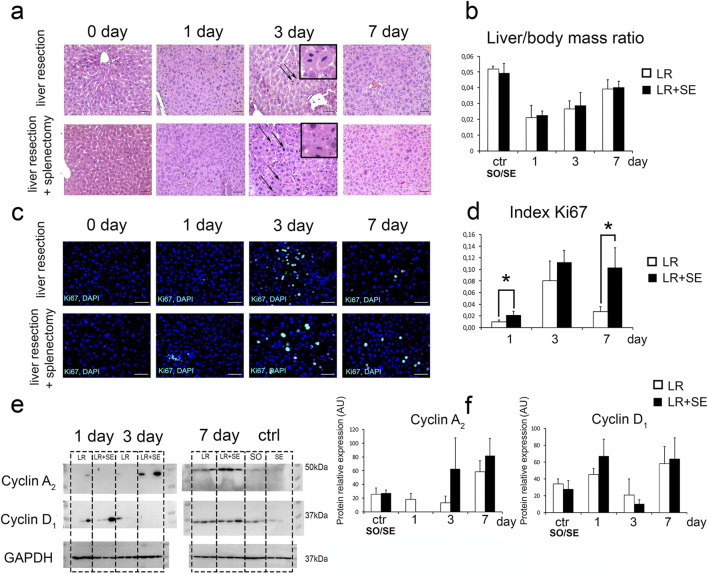
Characteristics of liver regeneration after 70% resection under conditions of previous splenectomy. **(a)** Histological structure of the regenerating liver, hematoxylin and eosin stain, scale bar - 100 μm, arrows indicate mitotic figures in hepatocytes. **(b)** Dynamics of liver mass recovery after 70% resection. The data were analyzed using One way ANOVA with Holm-Sidak *post hoc* test. The differences were considered statistically significant at *p* < 0.05. **(c)** Immunohistochemical study of the proliferation marker Ki67 in the regenerating liver. Second antibodies are conjugated to FITC (green), nuclei are counterstained with DAPI (blue), scale bars - 100 μm. **(d)** Dynamics of the Ki67 index, Ki67 index data were compared using a z-test. The differences were considered statistically significant at *p* < 0.05. **(e)** Western blot analysis of proteins associated with cell cycle (Cyclin A_2_, CyclinD_1_). **(f)** Densitometric study of protein content. Relative expression is presented as densitometry of protein bands in arbitrary units (AU). Data are presented as mean ± SD. The data were analyzed using t-test. The differences were considered statistically significant at *p* < 0.05. LR – 70% liver resection, LR + SE - 70% liver resection in combination with previous splenectomy, ctr - animals with an intact liver, black bar - splenectomized animals (SE) with preserved liver (n = 6) with the spleen removed 7 days before the experiment, white bar - sham-operated animals (SO) with intact liver (n = 6) with the preserved spleen, * - statistically significant differences, *p* < 0.05.

Between-the-group differences were found in the dynamics of proliferative activity in the regenerating liver. In animals splenectomized 7 days before the resection, Ki67+ cell index of the liver remnant was significantly higher (Figures 2c,e). Statistically significant differences were found 1 and 7 days after liver resection (Figures 2c,e). The resection caused an increase in cyclin A_2_ and cyclin D_1_ protein content of the liver (per unit volume) similar in both groups, i.e., independent of the splenectomy status (Figures 2e,f).

### Cell death dynamics

According to the TUNEL analysis, the highest number of dying cells with DNA breaks was observed 1 day after liver resection (Figures 3a,b). Notably, a significantly higher number of apoptotic cells was detected in animals that underwent 70% liver resection compared to those that had a prior splenectomy (Figures 3a,b). However, when comparing the activity of caspase three at the same time point, no differences were found (Figures 3c,d). It is also noteworthy that a rather large number of small nuclei was observed among TUNEL+ cell nuclei, indicating the development of cell death in the cells of the liver stromal compartment (Figure 3a).

**FIGURE 3:**
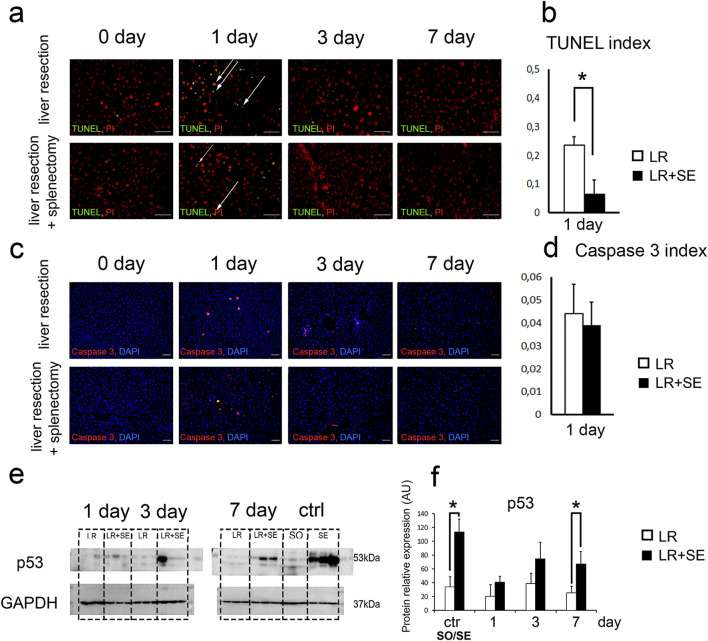
Cell death dynamics after 70% liver resection under conditions of previous splenectomy. **(a)** TUNEL-analysis. TUNEL+ nuclei are green. All nuclei are counterstained with PI (red). **(b)**. Dynamics of the TUNEL index. The data were analyzed using z-test. The differences were considered statistically significant at *p* < 0.05. **(c)**. Immunohistochemical study of the Caspase three in the regenerating liver. Second antibodies are conjugated to PE (red), nuclei are counterstained with DAPI (blue), scale bars - 100 μm. **(d)** Dynamics of the Caspase three index. The data were analyzed using z-test. The differences were considered statistically significant at *p* < 0.05. **(e)** Western blot analysis of proteins associated with cell death (p53). **(f)** Densitometric study of protein content. Relative expression is presented as densitometry of protein bands in arbitrary units (AU). The data were analyzed using t-test. The differences were considered statistically significant at *p* < 0.05. Data are presented as mean ± SD, LR – 70% liver resection, LR + SE - 70% liver resection in combination with previous splenectomy, ctr - animals with an intact liver, black bar - splenectomized animals (SE) with preserved liver (n = 6) with the spleen removed 7 days before the experiment, white bar - sham-operated animals (SO) with intact liver (n = 6) with the preserved spleen, * - statistically significant differences, *p* < 0.05.

It is interesting to note that p53 protein expression in the liver tissue also increased in response to resection, and the increase was more pronounced in pre-splenectomized animals (Figures 3e,f). Statistically significant differences were found between animals with an intact liver, in which the spleen was preserved and splenectomy was previously performed, as well as in animals 7 days after liver resection (Figures 3e,f).

### Liver macrophages dynamics after 70% liver resection with regard to splenectomy status

Splenectomy affects the leukocyte subsets of the liver, notably the monocyte-macrophage system dynamics during liver regeneration (Figure 4). Of note, the resection caused a decrease in differential counts of F4/80+ cells among the total fraction of liver stromal cells in both groups of the study (with and without splenectomy). Moreover, the number of F4/80+ cells in the liver was significantly lower in the group with prior splenectomy 3 days after liver resection (Figure 4a).

**FIGURE 4:**
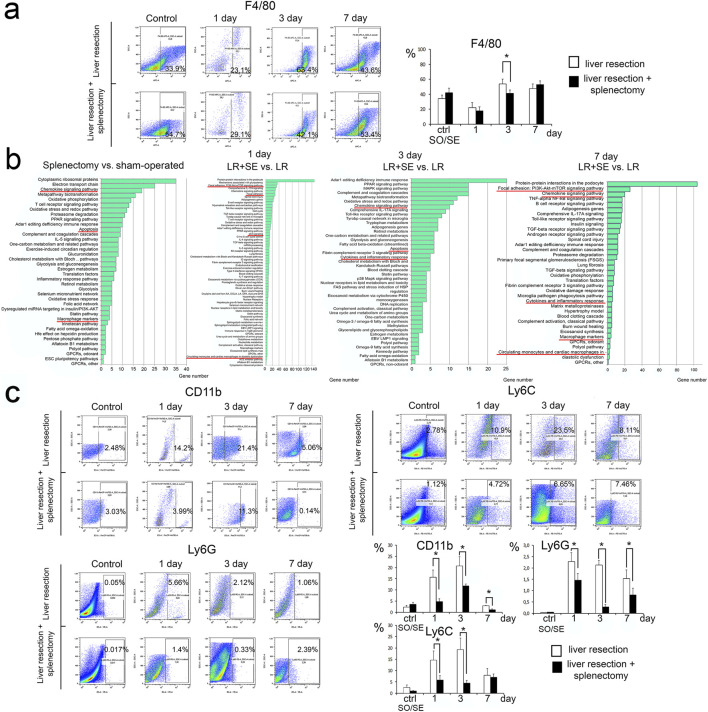
Characteristics of the leukocyte-macrophage system of the regenerating liver. **(a)** Dynamics of the population of F4/80+ macrophages in the regenerating liver. **(b)** Analysis of the transcriptome of macrophages in the regenerating liver. **(c)** Dynamics of monocytes and granulocytes. Data are presented as mean ± SD, LR – 70% liver resection, LR + SE - 70% liver resection in combination with previous splenectomy, ctr - animals with an intact liver, black bar - splenectomized animals (SE) with preserved liver (n = 6) with the spleen removed 7 days before the experiment, white bar - sham-operated animals (SO) with intact liver (n = 6) with the preserved spleen. The data were analyzed using t-test. The differences were considered statistically significant at *p* < 0.05, * - statistically significant differences, *p* < 0.05.

### Analysis of the transcriptome of macrophages from regenerating liver

Spleen removal influenced the gene expression profile of macrophages from both intact and regenerating liver. Signaling pathways indicating macrophage activation (*Chemokine signaling pathway, Macrophage markers*) as well as those associated with apoptosis were activated in macrophages from intact liver with prior splenectomy (Figure 4b). At 1 day after resection, signaling pathways also associated with cell death (*p53 signaling*) and cell adhesion and monocyte migration (*Focal adhesion: PI3K-Akt-mTOR signaling pathway, Focal adhesion, Circulating monocytes and cardiac macrophages in diastolic dysfunction*) were activated in F4/80+ liver macrophages after resection combined with prior splenectomy (Figure 4b). After 3 and 7 days, when comparing macrophages from regenerating liver from animals with preserved spleen and preliminary splenectomy, the most enriched signaling pathways were those related to macrophage activation (*Chemokine signaling pathway, Cytokines and inflammatory response, Macrophage markers*), activation of pathways related to apoptosis was preserved (Figure 3b). However, on the seventh day after resection among the enriched signaling pathways in macrophages the pathways related to cell adhesion and migration (*Focal adhesion: PI3K-Akt-mTOR signaling pathway, Circulating monocytes and cardiac macrophages in diastolic dysfunction*) appeared again (Figure 4b).

### Liver monocytes and granulocytes dynamics after 70% liver resection with regard to splenectomy status

After the resection, monocytes positive for Ly6C and CD11b markers migrate to the liver in high numbers. In pre-splenectomized animals, the number of monocytes migrating to the remnant liver was significantly lower, specifically for CD11b+ cells on day 1 and 3 post-resection, but not on day 7 post-resection (Figure 4c). A similar difference for Ly6C + cells (significantly fewer in splenectomized animals) was found only 3 days post-resection (Figure 4c). Pre-splenectomy also negatively affected the Ly6G + leukocyte infiltration of the liver in response to resection, with significant between-the-group differences for this marker observed on day 1 and 3 post-resection (Figure 4c).

### Migration of splenic leukocytes to regenerating liver

To demonstrate a fundamental possibility of the spleen leukocyte migration to regenerating liver, a suspension of splenic leukocytes from GFP + mice, all cells producing GFP, was infused to non-GFP mice immediately before the liver resection. As early as 24 h post-resection, the GFP + cells were found in the liver, constituting approximately 19% of all liver stromal cells (Figure 5a). When GFP + peripheral blood leukocytes were infused to animals after liver resection, no GFP + cells appeared in the liver (Figure 5b). When GFP + leukocytes isolated from the spleen or peripheral blood were infused to non-GFP mice with intact livers and no resection was carried out, no GFP + cells appeared in the liver of the recipient animals (Figures 5a,b).

**FIGURE 5:**
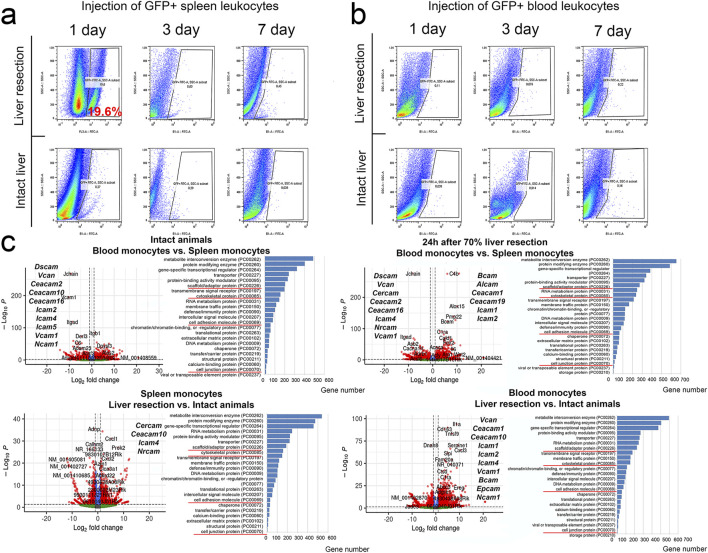
Detection of GFP + leukocytes from the spleen or peripheral blood in the regenerating liver. **(a)** Transplantation of GFP + spleen leukocytes. **(b)** Transplantation of GFP + blood leukocytes. **(c)** Transcriptome analysis of spleen and peripheral blood monocytes. The figure additionally shows genes with statistically significant altered expression associated with cell adhesion.

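For splenic monocytes after resection, Fig. 5c lists Cercam, Ceacam10, Icam4 and Nrcam as higher. Their log2 fold changes in edgeR's quasi-likelihood test were 1.37, 2.23, 2.25 and 3.52, with standard errors of 0.48, 0.70, 0.85 and 1.20. The Benjamini-Hochberg adjusted p-values over all genes tested were 0.141, 0.115, 0.169 and 0.137, so 0 of the 4 passed 0.05, while all 4 had an unadjusted p under 0.05. DESeq2 on the same counts called all 4, and Nrcam was called without intact blood library 3 (3.51), which enters the shared estimate of the spread. Icam4 stood at 1.28, 0.668 and 3.83 CPM, the counts scaled to the library size with TMM, in the 3 libraries of intact spleen and at 3.41, 16.7 and 7.42 CPM after resection, so the libraries of the 2 states overlapped. The lowest Nrcam value after resection was 1.60 CPM and the highest in intact spleen 0.334 CPM. For blood against splenic monocytes after resection, the legend's genes with lower expression in blood included Vcam1, at 3.55 ± 1.89 CPM in blood and 955 ± 598 CPM in spleen (SD, n = 3 libraries), a log2 fold change of -8.07 (standard error 0.71, adjusted p = 0.000288). The mean of Dscam was at least 28.1-fold lower in blood (adjusted p = 0.00200), where every library held 3 counts or fewer. Icam4 had a log2 fold change of -3.34 (standard error 0.89, adjusted p = 0.0280) and Cercam of -1.58 (standard error 0.48, adjusted p = 0.0444). The Icam4 call was lost without splenic library 2 of the resected animals (-2.47) or blood library 1 (-3.10), 2 (-3.77) or 3 (-2.96), and the Cercam call without any single one of the 5 libraries other than splenic library 1, with values from -1.54 to -1.22, or without any of the intact libraries other than blood library 3. Nrcam (-3.62, adjusted p = 0.0632), Ceacam2 (-2.17, 0.111) and Ceacam16 (-1.17, 0.163) did not pass. Ceacam2 passed without splenic library 3 of the resected animals (-2.59), and Nrcam passed in DESeq2. Without intact blood library 3, Nrcam (-3.52) and Ceacam16 (-1.07) passed, and without intact blood library 2 Nrcam (-3.53). Vcan was higher in blood, with a log2 fold change of 2.23 (standard error 1.06, adjusted p = 0.169). It measured 337, 560.1 and 1318 CPM in the blood libraries and 49.0, 56.0 and 366 CPM in the splenic ones, and without splenic library 3 its log2 fold change was 3.91 and passed. Of the genes listed as higher in blood, Bcam had the largest change among those 6, from 0.646 ± 0.0834 to 39.9 ± 4.26 CPM (5.94 (standard error 0.34, adjusted p = 2.68e-05)). Icam2 (2.26, adjusted p = 0.00213), Ceacam1 (1.95, 0.00818), Ceacam19 (2.59, 0.0288) and Alcam (1.21, 0.00733) also passed, and Icam1 did not (1.29, 0.0633) except without intact blood library 3 (1.39). The Ceacam19 call was lost without splenic library 1 (2.28) or 2 (2.88) or blood library 2 (2.70) or 3 (2.30). In all, 9 of these 14 genes passed over all genes tested in the listed direction, and 12 when adjusted over the list alone. The paper chose such lists on these samples, so the second count is not independent evidence. Over the 25 genes whose symbols mark them as cell adhesion molecules, 5 were called higher in blood after resection and 5 lower (the latter with Vcam1, Dscaml1, Dscam, Icam4 and Cercam; Dscaml1 was named after its value was seen). Members of the Ceacam family resemble each other in sequence, so the authors' counting could have divided reads among them.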

### Comparative transcriptomic characterization of splenic and peripheral blood monocytes during liver regeneration

The resection had a broad effect on gene expression profiles in monocytes of peripheral blood and the spleen (Figure 5c). 

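Monocytes of the spleen and of peripheral blood were collected from male C57BL/6 mice, either intact or 24 h after removal of 70% of the liver mass, and isolated with magnetic beads against CD115, the receptor of macrophage colony-stimulating factor encoded by Csf1r. The splenic cells had passed mechanical disaggregation, collagenase, red blood cell lysis and a Ficoll gradient, and the blood cells a Ficoll gradient. Each of the 12 RNA-seq libraries pooled cells of 5 mice, with 3 libraries for each tissue and state. The methods name an Illumina HiSeq instrument, and the sample labels a strand-specific mRNA protocol for the DNBSEQ platform. The authors deposited estimated counts of reads, not normalized between libraries. The paper's text does not name the aligner, the counting tool or the annotation. It refers to a supplement for the detailed procedure, of which the part on sequencing was not used here. The total per library ranged from 39171472 to 39307572 estimated counts (median 39275398) in intact spleen and from 36990033 to 42174039 (median 38922485) in spleen after resection. In blood it ranged from 42359456 to 44450626 (median 43828400) before and from 43283271 to 46401368 (median 45447007) after resection. Rows that named unassigned transcripts held from 1.75% to 4.33% of a library and were left out. The remaining rows were summed per gene, rounded to whole numbers, scaled with edgeR's TMM factors and tested with edgeR's quasi-likelihood test in one fit of all 12 libraries and 4 groups. The expression filter kept 20135 features, of which 15680 had a gene symbol and 4455 were RefSeq accessions matched to no gene. A gene was called where its Benjamini-Hochberg adjusted p-value was under 0.05 and its absolute log2 fold change above 1. Fig. 5c draws its lines at this fold change and at a p of 0.05. The paper's text does not say whether that p was adjusted. Haemoglobin transcripts were unequally spread. The 10 haemoglobin genes took from 13.2% to 33.1% of the gene counts in intact blood and from 16.6% to 34.2% in blood after resection, against 0.0814% to 0.363% in intact spleen and 0.795% to 3.47% in spleen after resection. They leave a smaller share of the counts for other genes in the blood libraries. With TMM, the median log2 fold change of all genes between blood and spleen was -0.14 after resection, against -0.03 with DESeq2's style of size factors (RLE) and -0.02 with the haemoglobin genes left out. In intact animals it was -0.02, and 0.10 without haemoglobin genes. Csf1r itself was at 453 ± 75.4 CPM in intact spleen, 898 ± 303 CPM in spleen after resection, 346 ± 129.9 CPM in intact blood and 666 ± 60.3 CPM in blood after resection (SD, n = 3 libraries each). A principal component analysis of 1000 genes placed 31.9% of the variance on a first component that separated the splenic libraries, from -62.1 to -21.3, from the blood libraries, from 22.3 to 74.1. The second component, with 16.8%, separated intact from resected animals within each tissue, as all 3 libraries after resection lay below all 3 intact ones in both.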

In peripheral blood monocytes, significant changes associated with the intervention were recorded for 4509 genes, including 2509 genes with increased expression and 2000 genes with decreased expression. 

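After resection, edgeR's quasi-likelihood test called 2801 of the 20135 features in blood monocytes, 1570 of them higher and 1231 lower (Benjamini-Hochberg adjusted p-value under 0.05 and absolute log2 fold change above 1). Of the called features, 2517 had a gene symbol. In 202 of them all libraries of one state held 3 counts or fewer, so the size of their fold change is a lower bound. For 2739 of the called features the 3 libraries after resection did not overlap the 3 intact ones. Among all features tested this held for 38.4%, where chance alone gives 10% for 3 libraries against 3. Without resected blood library 3 the number called was 1627, and without resected blood library 2 it was 1770. Among the alternatives with all blood libraries the count ran from 1590 in the fit to the 6 blood libraries alone, which estimates the spread from fewer samples, to 4872 in DESeq2 with unadjusted p-values. Among well expressed genes with no overlap between the states, the smallest p-values of the rise belonged to Slpi, C1ra and Glmp. Slpi, which encodes secretory leukocyte peptidase inhibitor, went from 77.6 ± 25.8 to 2697 ± 262 CPM (SD, n = 3), a log2 fold change of 5.12 (standard error 0.27, adjusted p = 5.75e-05). C1ra had a log2 fold change of 4.14 (standard error 0.27, adjusted p = 0.000236) and Glmp of 1.20 (standard error 0.09, adjusted p = 0.000394). The smallest p-values of the fall belonged to Fam78a (-2.66 (standard error 0.18, adjusted p = 0.000236)), Ttf1 (-1.14 (standard error 0.10, adjusted p = 0.000428)) and Taok2 (-1.26 (standard error 0.12, adjusted p = 0.000430)). Of the genes labelled in Fig. 5c, Tnfsf9 rose by 6.64 (adjusted p = 0.000450) and Cd163 by 3.67 (0.00131) on the log2 scale. Ereg was at or under 3 counts in every intact library, and its mean was at least 276-fold higher after resection (adjusted p = 0.0132).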

The genes with increased expression belonged to 108 signaling pathways, most notably those involved in pro-inflammatory signaling mediated by chemokines (PANTHER list P00031), integrins (P00034), interleukins (P00036), cholecystokinin receptors (P06959) and cadherins (P00012) (Figure 5c).

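The membership of the PANTHER pathways was not used here. In its place, 10 gene families were defined by gene symbol and tested with limma's camera (preset correlation 0.01, two-sided), with Benjamini-Hochberg adjustment over the 10 families. Cholecystokinin receptor signaling has no family of its own among them. In blood monocytes after resection the 27 chemokine genes tested rose together, with a median log2 fold change of 2.78 and an adjusted p of 6.19e-09. Of these genes 16 were called higher and 0 lower, and 0 were lower at an unadjusted p under 0.05. Cxcl1 went from 15.4 ± 5.03 to 1244 ± 658 CPM (SD, n = 3), a log2 fold change of 6.34 (standard error 0.55, adjusted p = 0.000428) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cxcl2 rose by 5.29 on the log2 scale (adjusted p = 0.000688). The 54 interleukin and interleukin receptor genes had a median of 0.75, or 0.73 with genes at the counting floor set to their bounds (adjusted p = 0.00193), with 18 called higher. This result rested on intact blood library 3, without which the median was 0.50 and did not pass. The 29 cadherin and protocadherin genes had a median of 0.79 (adjusted p = 0.00562), with 7 called higher. The 24 integrin genes did not shift as a family. Their median was -0.07 (adjusted p = 0.222) and its sign changed without resected blood library 3 (0.00121), intact blood library 1 (0.31) or intact blood library 2 (0.18). It was -0.12 without resected blood library 1 and -0.40 without intact blood library 3. Single integrin genes were called higher, namely Itga5, Itgam, Itgb2, Itga6 and Itgb1, which were named after their values were seen. Over the 4 comparisons of 2 groups, 14 of 40 family tests passed camera. The alternative that moved this most was camera with an estimated correlation between genes, under which 1 passed, and under limma's fry 9 passed. In blood monocytes after resection, the chemokine, interleukin, cadherin and CAM-named families passed camera and fry, and none of the 10 families passed with the estimated correlation.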

Among genes activated in peripheral blood monocytes, the highest scores were observed for *Plexin*-B2 and *SH2D3C* associated with cell migration, chemokine *Cxcl3* and *Nos2* known as a marker of monocyte activation. 

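Cxcl3 and Nos2 rose after resection in blood monocytes, while Plxnb2 and Sh2d3c were not called. Cxcl3, which encodes a neutrophil-attracting chemokine, went from 0.177 ± 0.0746 to 257 ± 127 CPM (SD, n = 3), a log2 fold change of 10.50 (standard error 1.34, adjusted p = 0.00135) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nos2, which encodes inducible nitric oxide synthase, had at most 2 counts in each intact library and 5.40, 11.4 and 111 CPM in the 3 libraries after resection. Its mean was at least 517-fold higher (adjusted p = 0.00714), and most of that mean came from resected blood library 3. This bound covers counting error only. With each library left out its log2 fold change ran from 8.31 to 11.35. Plxnb2, the gene of plexin-B2, was at 144 ± 48.5 CPM before and 185 ± 49.3 CPM after resection. Its log2 fold change was 0.36 (standard error 0.30, adjusted p = 0.423) and stayed between 0.11 and 0.61 with each blood library left out in turn. Sh2d3c moved the other way, from 44.7 ± 30.0 to 26.1 ± 14.0 CPM, with a log2 fold change of -0.78 (standard error 0.53, adjusted p = 0.324). Without intact blood library 3 its log2 fold change was -1.22 and passed as a decrease.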

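Genes called lower after resection were fewer than those called higher among chemokines, integrins, interleukins and their receptors, and cadherins. Of the 54 interleukin and interleukin receptor genes, 2 were called lower, Il17rb and Il12rb2. Of the integrins, Itga10 was called lower, and of the cadherins and protocadherins Cdh24. Among the 23 chemokine receptors, 3 were called lower, Ccr4, Cx3cr1 and Ccr9. Il17rb, Il12rb2, Itga10 and Cdh24 were named after their values were seen. At an unadjusted p under 0.05 the number of lower genes was 5 among interleukins and their receptors, 1 among integrins, 1 among cadherins and 4 among chemokine receptors.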

Genes with decreased expression in peripheral blood monocytes (compared to the baseline levels) belonged to 96 signaling pathways and the majority was also associated with pro-inflammatory pathways P00031, P00034, P00036 and P06959 (Figure 5c).

In splenic monocytes, the intervention produced significant transcriptomic changes for 3,171 genes, including 1953 genes with increased expression and 1,218 genes with decreased expression (Figure 5c). 

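In splenic monocytes the same test called 277 of the 20135 features after resection, 157 higher and 120 lower, and 238 of them had a gene symbol. At an unadjusted p under 0.05, without a limit on the fold change, 4182 features passed, and 35.1% of all features had libraries of the 2 states that did not overlap, against 10% by chance. All 277 called features were of that kind. The count rested on single libraries. It was 1 without intact splenic library 1, 3 without library 2 and 157 without library 3, and 166, 113 and 25 without the libraries of resected animals in the same order. The blood libraries enter the shared estimate of the spread, and without one of them the count ran from 46 without resected blood library 2 to 1025 without intact blood library 3. It was 107 and 90 without intact blood library 1 or 2, 107 without resected blood library 1 and 221 without resected blood library 3. Among the alternatives with all splenic libraries, DESeq2 on the 2 groups with entries as deposited and unadjusted p-values, chosen after the values were seen, moved it most, to 3266. DESeq2 with unadjusted p-values called 2788, with 1700 higher and 1088 lower, and with adjusted p-values 1589. Among well expressed genes with no overlap between the states, the smallest p-values of the rise belonged to Cxcl1 (5.36 (standard error 0.55, adjusted p = 0.0128)), Tm2d2 (1.10 (standard error 0.13, adjusted p = 0.0180)) and Smim7 (1.07 (standard error 0.14, adjusted p = 0.0180)). Those of the fall belonged to Tspyl3 (-1.37 (standard error 0.15, adjusted p = 0.0133)), Zfp397 (-1.19 (standard error 0.13, adjusted p = 0.0143)) and Tmppe (-1.25 (standard error 0.15, adjusted p = 0.0180)). All 6 lost the call without intact splenic library 1 or 2, although their log2 fold changes moved little. For Cxcl1 these were 5.14 and 5.57. Cxcl1 measured 0.526 ± 0.157 CPM in intact spleen and 21.8 ± 8.87 CPM after resection (SD, n = 3). Of the 277 features, 170 were also called in blood monocytes, 167 of them in the same direction. Across all features, which are not independent replicates, the log2 fold changes of the 2 tissues had a Pearson correlation of 0.267 and a Spearman correlation of 0.388. The 2 comparisons share no library.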

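Families of transcription factors were not tested here, and translation was represented by the genes of ribosomal proteins and of translation factors. In splenic monocytes after resection 82 of 84 ribosomal protein genes had a positive log2 fold change, with a median of 0.22 (camera adjusted p = 0.000228, fry adjusted p = 0.306), and 0 were called. At an unadjusted p under 0.05, 6 were higher and 0 lower. The median of all features was 0.05. The 70 translation factor genes had a median of 0.16 (camera adjusted p = 0.0121, fry adjusted p = 0.306), with Etf1 and Eif5 called higher. Neither family passed camera without splenic library 2 of the resected animals, where the medians were 0.10 and 0.11. For the cytoskeleton, the 28 genes of actins, tubulins and the Arp2/3 complex had a median of 0.22 (adjusted p = 0.192), with Tuba1c called higher. This median was 0.03 without splenic library 3 of the resected animals. For cell junctions, the 12 claudin, connexin and zonula occludens genes had a median of 0.36 (adjusted p = 0.270) and 0 were called, while 4 were higher at an unadjusted p under 0.05. It was 0.58 without intact splenic library 1 and 0.10 without library 3, and 0.73 and 0.62 without splenic library 1 or 3 of the resected animals. The 25 CAM-named adhesion genes had a median of 0.06 (adjusted p = 0.979) and 0 were called, with 4 higher and 2 lower at an unadjusted p under 0.05. The sign of this median changed without splenic library 1 (-0.03) or 3 (-0.02) of the resected animals, and it was 0.04 without library 2 and 0.02 and 0.16 without intact splenic library 2 or 3. Etf1, Eif5 and Tuba1c were named after their values were seen. Of the 12 fits with a library left out, Etf1 lost its call in 3, with log2 fold changes from 1.11 to 1.33, Eif5 in 9, with values from 0.85 to 1.13, and Tuba1c in 6, with values from 1.22 to 1.76.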

The enrichment analysis identified 95 signaling pathways mostly associated with transcription and translation, as well as cytoskeletal dynamics, cell junction biosynthesis and cell adhesion molecule biosynthesis. Similarly with the data obtained for peripheral blood monocytes, the majority of genes annotated by the algorithm belonged to pro-inflammatory signaling pathways linked to chemokines, integrins, interleukins, and cholecystokinin receptors (respectively, P00031, P00034, P00036 and P06959). 

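The chemokine genes rose in splenic monocytes as well, with a median log2 fold change of 0.75 over 27 genes (camera adjusted p = 0.00111, fry adjusted p = 0.0766). 3 of them were called higher, Cxcl3, Cxcl1 and Cxcl2, and 0 lower, where 1 was lower at an unadjusted p under 0.05. The rise was smaller than in blood monocytes, and the difference of the resection effect between the tissues had a median of 1.49 over the chemokines (camera adjusted p = 2.35e-06, fry adjusted p = 0.0426). Cxcl2 had a log2 fold change of 3.89 (standard error 0.53, adjusted p = 0.0183) in spleen, and its call was lost without intact splenic library 1 (3.80) or 2 (3.92). The call of Cxcl3 in spleen was lost without intact splenic library 1 (6.32), 2 (6.23) or 3 (5.94), resected blood library 1 (6.13) or 2 (6.14) or intact blood library 1 (6.13) or 2 (6.13), as well as without the low-count filter and with only the 2 groups compared, and DESeq2 gave Cxcl3 no p-value. Cxcl3 was at 2.71, 2.95 and 35.6 CPM in the 3 libraries of resected animals, most of it in library 3. The integrin genes had a median of -0.33 (adjusted p = 0.293) and 0 were called, while 3 were higher and 4 lower at an unadjusted p under 0.05. Without intact splenic library 3 the integrin median was -0.22. The 54 interleukin and interleukin receptor genes had a median of 0.05 (adjusted p = 0.856), with Il1a called higher and 0 called lower. At an unadjusted p under 0.05, 10 were higher and 7 lower. Without splenic library 1, 2 or 3 of the resected animals this median was 0.10, 0.19 and -0.16. Il1a was named after its value was seen. Its log2 fold change was 3.61, and its call was lost in 10 of the 12 fits with a library left out, where the values ran from 2.69 to 4.08, and with no filter or only the 2 groups compared.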

Genes with increased expression included a macrophage differentiation regulator PRKX, actin remodeling protein *CD2AP*, *Tns2* involved in cell migration and cell motility-associated *Memo1*. 

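Of Prkx, Cd2ap, Tns2 and Memo1, only Memo1 had a positive log2 fold change in splenic monocytes after resection. It went from 23.8 ± 3.45 to 50.9 ± 19.8 CPM (SD, n = 3), a log2 fold change of 1.09 (standard error 0.28, adjusted p = 0.0697) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was called without splenic library 1 of the resected animals (1.37), without intact blood library 3 (1.09) and by DESeq2, and it passed when adjusted over the list alone (adjusted p = 0.0196). Prkx fell from 47.4 ± 5.75 to 27.9 ± 9.19 CPM, a log2 fold change of -0.76 (standard error 0.28, adjusted p = 0.157). It too passed when adjusted over the list alone (adjusted p = 0.0383), against the direction the paper states. Cd2ap was at 119 ± 10.6 CPM before and 116 ± 40.3 CPM after resection, with a log2 fold change of -0.04 (standard error 0.29, adjusted p = 0.956) that turned positive without intact splenic library 3 (0.02) or without splenic library 3 of the resected animals (0.21). Tns2 had 0 counts in all 3 libraries after resection and 21, 0 and 41 counts in the intact ones. Its mean was at least 5.94-fold lower (adjusted p = 0.254), which lies near the limit of detection at this depth. As an intact library also held 0 counts, no minimum change is shown. None of the 4 genes passed over all genes tested, and at an unadjusted p under 0.05 Memo1 passed as higher and Prkx as lower.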

The genes with reduced expression belonged to a total of 70 signaling pathways with related biological implications (Figure 5c).

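The 120 features called lower in splenic monocytes held 0 chemokines, 0 integrins, 0 interleukin or interleukin receptor genes, 0 cadherins and 0 CAM-named adhesion genes. With an unadjusted p under 0.05 and an absolute log2 fold change above 1, the numbers of lower genes in these families were 1, 1, 5, 1 and 1, against 10, 2, 8, 4 and 4 higher genes in the same order.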

The discovered migration of infused splenic leukocytes to regenerating liver may be reflected by some transcriptomic features of these cells. Comparison of gene expression profiles for peripheral blood vs. splenic monocytes obtained from intact animals revealed decreased expression of CCR family genes, notably *Ccr8, Ccr3, Ccr6, Ccr10, Ccr1l1, Ccr1*, as well as *Cxcr1, Cxcr2, Vcam1* and *Stab2* involved in blood monocyte adhesion and motility, and increased expression of *Ccr9, Ccr4* and *Cx3cr1*.

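Of the 13 genes named for this comparison, all 13 had the stated sign, 7 passed over all genes tested and 11 when adjusted over the list alone. Vcam1 had the largest change among them. It measured 645 ± 185 CPM in splenic and 0.498 ± 0.0787 CPM in blood monocytes of intact animals (SD, n = 3), a log2 fold change of -10.32 (standard error 0.79, adjusted p = 0.000240) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Stab2, which encodes the scavenger receptor stabilin-2, measured 27.7 ± 9.14 CPM in spleen and 0.0719 ± 0.0324 CPM in blood (-8.50 (standard error 0.90, adjusted p = 0.00129)). Ccr3 went from 46.5 ± 18.01 CPM in spleen to 1.34 ± 0.285 CPM in blood (-5.12 (standard error 0.83, adjusted p = 0.00668)) and Ccr6 from 78.1 ± 17.04 to 12.8 ± 6.51 CPM (-2.61 (standard error 0.48, adjusted p = 0.0119)). The Ccr6 call was lost without intact splenic library 1 (-2.37). Ccr10 (-2.50 (standard error 0.59, adjusted p = 0.0287)) lost the call when any of the 6 libraries was left out, with log2 fold changes from -2.67 to -2.12, and without resected blood library 1 (-2.42) or resected splenic library 2 (-2.40). Cxcr2 (-3.24 (standard error 0.85, adjusted p = 0.0410)) stood at 9.80, 28.9 and 3.89 CPM in the 3 blood libraries and 134 ± 62.7 CPM in spleen, and it lost the call without any single one of these 6 libraries other than intact blood library 2, with values from -3.46 to -2.69, and without library 1 or 2 of resected blood or of resected spleen, with values from -3.16 to -3.14. Ccr9 was higher in blood, at 20.9 ± 2.17 against 6.53 ± 1.94 CPM (1.68 (standard error 0.37, adjusted p = 0.0218)), and lost the call without intact splenic library 1 (1.57) or 3 (1.81) or intact blood library 1 (1.71). DESeq2 also called Ccr1 and Ccr4. With unadjusted p-values in edgeR, Ccr8, Ccr1, Cxcr1, Ccr4 and Cx3cr1 passed as well, and in DESeq2 all 13. In edgeR the log2 fold changes were -1.59 for Ccr1 (adjusted p = 0.0732), -1.66 for Cxcr1 (0.120), -2.33 for Ccr8 (0.147), -2.08 for Ccr1l1 (0.247), 2.60 for Ccr4 (0.0512) and 1.13 for Cx3cr1 (0.196). Ccr4 was called with RLE factors, without haemoglobin genes and without intact blood library 2 (3.01) or resected splenic library 3 (2.70), and Cxcr1 without intact blood library 2 (-2.42). Ccr1l1 stood at 0.295, 0.584 and 1.23 CPM in spleen and Ccr8 at 0.550, 0.231 and 0.0218 CPM in blood. Ccr1 and Ccr1l1, and likewise Cxcr1 and Cxcr2, are close paralogs between which the authors' counting could have split reads. Over the 23 chemokine receptor genes the median log2 fold change was -0.99 (camera adjusted p = 0.0386, fry adjusted p = 0.0776), and it was -0.59 and did not pass without intact blood library 3. 5 were called lower, Ccr3, Cxcr2, Xcr1, Ccr6 and Ccr10, where Xcr1 was named after its value was seen. Marker genes of red pulp macrophages, neutrophils and T cells had medians of -1.97, -2.53 and 2.45 for intact blood against spleen. RNA of these cells may account for Vcam1 and Stab2, for Cxcr1, Cxcr2 and Ccr1, and for Ccr9 and Ccr4, in the same order.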

The liver resection caused changes in expression of CCR family and other genes that regulate migration of both circulating and splenic monocytes. 

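As a family, the 23 chemokine receptor genes did not shift in one direction. Their median log2 fold change after resection was -0.29 in blood monocytes (camera adjusted p = 0.583) and 0.18 in splenic monocytes (adjusted p = 0.734). Both medians changed sign with single libraries. In blood the median was 0.14 without intact blood library 1 and 0.06 without library 2, and in spleen -0.01 without intact splenic library 3 and -0.26 without splenic library 3 of the resected animals. Without resected blood library 1 or 3 or intact blood library 3 the blood median was -0.07, -0.18 and -0.59, and without intact splenic library 2 or resected splenic library 1 the splenic median was 0.40 and 0.11. In blood 5 were called higher, Ackr3, Ccrl2, Cxcr1, Cxcr2 and Ccr1, and 3 lower. In spleen 0 were called, and at an unadjusted p under 0.05 there were 5 higher and 4 lower. Ackr3 was named after its value was seen.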

In blood monocytes, expression of *Ccr1, Ccrl2, Cxcr2* and *Cxcr1* increased, whereas expression of *Ccr4, Ccr9, Ccr7, Cxcr5* and *Cx3cr1* decreased after resection. 

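All 9 receptor genes had the stated sign in blood monocytes, and 7 passed over all genes tested as well as when adjusted over the list alone. Summed neutrophil marker genes went from 418 to 11978 CPM on average, most of it in resected blood library 3, and T-cell marker genes from 1801 to 309 CPM. RNA of these cells may account for higher Cxcr1, Cxcr2 and Ccr1 and for lower Ccr4 and Ccr9. Regulation within monocytes was not tested separately. Ccr1 rose from 34.3 ± 12.7 to 167 ± 67.5 CPM (SD, n = 3), a log2 fold change of 2.28 (standard error 0.50, adjusted p = 0.0118) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Ccrl2 from 84.5 ± 49.4 to 949.5 ± 263 CPM (3.49 (standard error 0.55, adjusted p = 0.00307)). Cxcr1 was at 0.606, 1.46 and 0.262 CPM in the intact libraries and 7.16 ± 2.64 CPM after resection (3.20 (standard error 0.64, adjusted p = 0.00785)). Cxcr2 was at 51.6, 83.5 and 239 CPM in the 3 libraries after resection (3.13 (standard error 0.84, adjusted p = 0.0262)), and without the third its log2 fold change was 2.26 and not called. The call was also lost without intact blood library 1 (2.93) or 3 (2.68). Ccr9 fell from 20.9 ± 2.17 to 6.57 ± 2.17 CPM (-1.67 (standard error 0.37, adjusted p = 0.0115)) and Cx3cr1 from 41.01 ± 20.5 to 8.90 ± 3.18 CPM (-2.20 (standard error 0.53, adjusted p = 0.0165)). The Cx3cr1 call was lost without resected blood library 2 (-2.33) or 3 (-1.93). Ccr4 was at 2.34, 1.62 and 9.20 CPM in the intact libraries and 0.564 ± 0.199 CPM after resection (-2.96 (standard error 0.74, adjusted p = 0.0196)). Its call was lost without intact blood library 3 (-1.81) or without resected blood library 1 (-3.00), 2 (-3.11) or 3 (-2.62). Ccr7 (-1.33 (standard error 0.60, adjusted p = 0.140)) and Cxcr5 (-1.29 (standard error 0.56, adjusted p = 0.125)) did not pass, and both passed without intact blood library 3, at -1.78 and -1.72. Cxcr5 stood at 89.8, 174 and 30.4 CPM in the intact libraries.

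**Figure D1:**
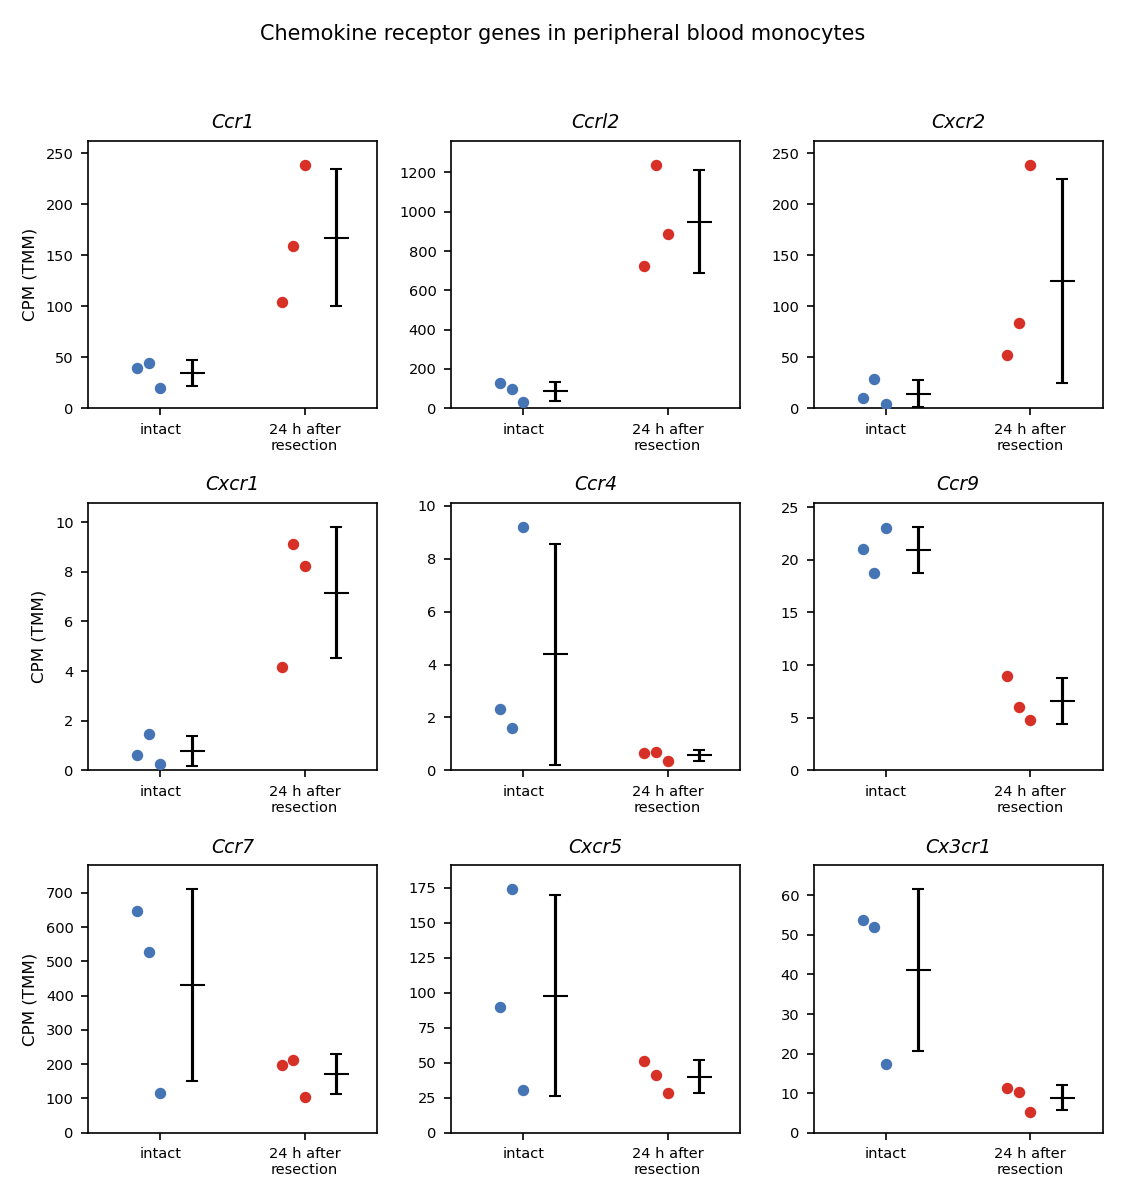
Expression of 9 chemokine receptor genes in blood monocytes of intact mice and 24 h after resection, in CPM scaled by TMM on a linear axis from 0. Points are the 3 libraries of each state and black bars the mean ± SD; the points of the 2 states lie apart for Ccr1 and Ccrl2 and are widely spread for Cxcr2, Ccr4 and Cxcr5.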

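In splenic monocytes, Ccrl2 measured 92.8 ± 30.3 CPM in intact animals and 216 ± 100.3 CPM after resection (SD, n = 3), a log2 fold change of 1.22 (standard error 0.51, adjusted p = 0.205) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccr7 went from 339.8 ± 112 to 882 ± 459.7 CPM (1.38 (standard error 0.60, adjusted p = 0.226)) and Cxcr1 from 2.45 ± 1.29 to 7.05 ± 1.3 CPM (1.52 (standard error 0.60, adjusted p = 0.184)). Ccr6 went from 78.1 ± 17.04 to 26.7 ± 14.1 CPM (-1.55 (standard error 0.47, adjusted p = 0.105)) and Cxcr6 from 2.89 ± 1.29 to 1.04 ± 0.301 CPM (-1.48 (standard error 0.54, adjusted p = 0.155)). Together with Ccr2 and Cx3cr1, 0 of 7 receptor genes passed over all genes tested, 6 passed when adjusted over the list alone, and all 7 had an unadjusted p under 0.05. The paper chose the list on these samples, so the second count is not independent evidence. DESeq2 called Ccr6, Cxcr6 and Cx3cr1, and without intact blood library 3 edgeR called Ccr6 (-1.55), Ccr2 and Cx3cr1. The effect on Ccr7 had opposite signs in blood and spleen, and the difference between the tissues was -2.70 (standard error 0.84, adjusted p = 0.181), not past the threshold in edgeR and past it in DESeq2.

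**Figure D2:**
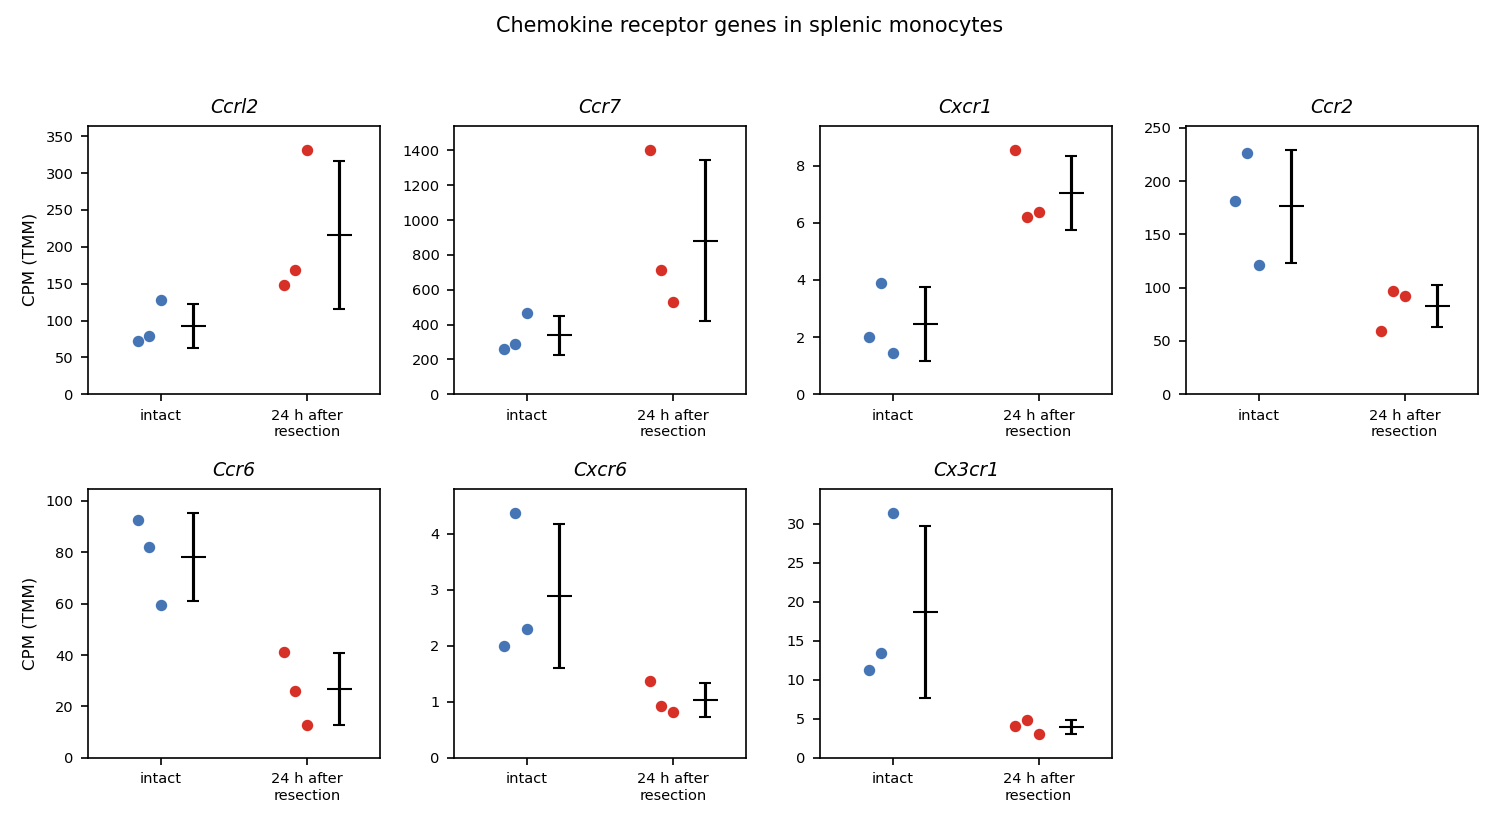
Expression of 7 chemokine receptor genes in splenic monocytes of intact mice and 24 h after resection, in CPM scaled by TMM on a linear axis from 0. Points are the 3 libraries of each state and black bars the mean ± SD; no gene of these passed an adjusted p-value of 0.05 over all genes tested.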

In splenic monocytes, expression of *Ccrl2, Ccr7* and *Cxcr1* increased, whereas expression of *Ccr2, Ccr6, Cxcr6* and *Cx3cr1* decreased after resection. 

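After resection, Ccr2 stood at 307 ± 66.9 CPM in blood and 82.8 ± 20.1 CPM in splenic monocytes (SD, n = 3), a log2 fold change of 1.89 (standard error 0.45, adjusted p = 0.0176) for blood against spleen in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccrl2 stood at 949.5 ± 263 and 216 ± 100.3 CPM (2.13 (standard error 0.52, adjusted p = 0.0196)). The Ccr2 call was lost without splenic library 1 (1.80) or blood library 2 (1.86), and the Ccrl2 call without splenic library 1 (2.02) or 2 (2.09) or blood library 2 (1.99). The authors' counting could have split reads of Ccr2 with other members of its gene family. Cx3cr1 had a log2 fold change of 1.15 (standard error 0.51, adjusted p = 0.145) and did not pass. Ccr3 was lower in blood, at 0.628 ± 0.285 CPM against 82.5, 156 and 12.3 CPM in the 3 splenic libraries (-7.05 (standard error 0.92, adjusted p = 0.00140)), and so were Ccr10 (-4.36, adjusted p = 0.00235), Cxcr4 (-1.80, 0.00339), Cxcr5 (-2.35, 0.0198) and Ccr1l1 (-3.80, 0.0425). The Cxcr5 call was lost without splenic library 1 (-1.71) or blood library 1 (-2.47), 2 (-2.28) or 3 (-2.05), and the Ccr1l1 call without splenic library 1 (-3.72) or 2 (-3.18) or blood library 2 (-3.16) or 3 (-3.45), or any of the intact libraries other than blood library 3. Each of these genes had the sign the paper states, and all but Cx3cr1 passed, over all genes tested and when adjusted over the list alone. Over the 23 chemokine receptor genes the median was -0.11 (camera adjusted p = 0.826), with 3 called higher and 6 lower. The sign of this median changed without splenic library 3 (0.06) or blood library 1 (0.18), and it was -0.05 without splenic library 1 and -0.21 without blood library 3.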

Comparison of post-resection profiles for blood vs. splenic monocytes revealed increased expression of *Ccr2, Ccr5, Ccrl2* and *Cx3cr1* and decreased expression *of Ccr3, Ccr10, Ccr1l1, Cxcr5* and *Cxcr4* in blood monocytes (Figure 5c).

### Dynamics of blood levels of protease inhibitors after liver resection

The resection promoted increase in blood levels for protease inhibitors Serping1 (C1INH), Serpina3g and Cystatin A in both groups (Figure 6). The dynamics was more pronounced in pre-splenectomized animals compared with the other group. Significant between-the-group differences were observed for Cystatin A on days 3 and 7 post-resection and for Serping1 on day 3 post-resection. A similar tendency for Serpina3g on days 3 and 7 post-resection was evident as well (respectively, *p* = 0.053 and *p* = 0.074 (Figure 6).

**FIGURE 6:**
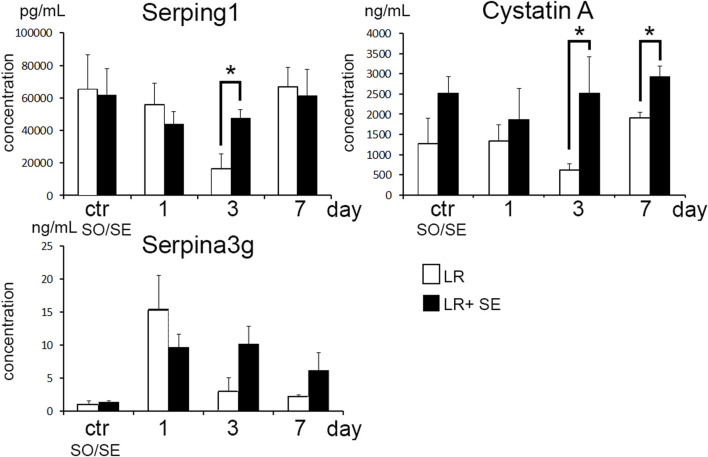
Dynamics of blood levels of protease inhibitors after liver resection. Data are presented as mean ± SD, LR – 70% liver resection, LR + SE - 70% liver resection in combination with previous splenectomy, ctr - animals with an intact liver, black bar - splenectomized animals (SE) with preserved liver (n = 6) with the spleen removed 7 days before the experiment, white bar - sham-operated animals (SO) with intact liver (n = 6) with the preserved spleen. The data were analyzed using t-test. The differences were considered statistically significant at *p* < 0.05, * - statistically significant differences, *p* < 0.05.

## Discussion

The results confirm the splenic influence in liver regeneration. In particular, pre-splenectomy affected the dynamics of proliferative response in the remnant liver after 70% resection in mice. Splenectomized animals had higher Ki67 proliferation index in the remnant liver compared to the control group. At that, relative mass of the regenerating liver in the two groups was similar.

Despite the unaffected liver mass recovery in splenectomized animals, the data arguably support a positive influence of healthy spleen on liver repair, at least in 70% liver resection model. Splenectomized animals presented with higher rates of cell death in regenerating liver, as indicated by increased content of p53 protein and activation of apoptosis/inflammation/chemokine-related signaling pathways in liver macrophages. The increased rates of cell death may promote a compensatory increase in proliferation activity; accordingly, the dynamics of liver mass recovery in splenectomized animals and animals with intact spleen are similar. However, we found that under splenectomy conditions, the level of cell death was lower in the resected liver compared to animals in which the spleen was preserved. This finding may be explained by the following: splenectomy affects systemic blood flow and through oxidative stress induces DNA damage which upregulates p53 production. p53 evokes DNA repair systems and consequently, we did not detect DNA damage according to TUNEL data, which suggests that this does not lead to the activation of cell death. Literature data indirectly support this concept (Lai et al., 2022). On the other hand, an increase in cell death can be observed at other time points after liver resection. Based on this, the mechanism underlying the activation of proliferation in the regenerating liver following prior splenectomy may involve not only the activation of cell death due to the lack of anti-inflammatory mediators supplied by the spleen (such as serine and cysteine protease inhibitors) but also the removal of hepatocyte proliferation blockers from the spleen (such as TGF-β) (Elchaninov et al., 2022; Elchaninov et al., 2020).

The assumed mechanisms of splenic influence on liver homeostasis involve cytokine secretion, leukocyte migration and portal hemodynamics (Elchaninov et al., 2022). An important functional link between the two organs involves the hemoglobin recycling cooperation (Mebius and Kraal, 2005). The capture of senescent red blood cells from circulation specifically occurs in the spleen. In splenic red pulp macrophages, heme uptake has been shown to directly stimulate expression of the marker transcription factor SPIC (Delaby et al., 2008; Ganz, 2016). Resident liver macrophages (Kupffer cells) are also implicated in heme utilization and also express the transcription factor SPIC (Bennett et al., 2021). Other experimental studies indicate that splenectomy can reduce the degree of liver cirrhosis due to its effect on the gut microbiota (Jin et al., 2024).

The modes of splenic influence depend on integrity status of the liver ― either violated by trauma or extensive surgery, or non-violated. Thus, in the case of intact liver, splenectomy does not affect monocyte and granulocyte populations of the liver, while affecting blood pressure in the portal vein system. Importantly, in splenectomized animals the heme neutralization burden is transferred entirely on liver macrophages, which is reflected by expression profiles of these cells.

The physical absence of the spleen modeled by splenectomy significantly affects the processes of monocyte and other leukocyte migration to the remnant liver after resection. The non-resident leukocyte contribution to the post-resection liver recovery has long been debatable (Michalopoulos, 2014), until accumulation of the data on granulocyte, lymphocyte and monocyte migration to the remnant liver (Nishiyama et al., 2015; Elchaninov et al., 2021). Here we also observe some infiltration of the remnant organ with Ly6C+CD11^+^ monocytes and Ly6G + granulocytes. The decreased rates of leukocyte infiltration of the remnant liver in splenectomized animals are consistent with the previously reported mild depletion of macrophages, monocytes and lymphocytes in the spleen after liver resection (Elchaninov et al., 2021). Signaling pathways associated with focal adhesion are activated in liver macrophages in response to resection, notably on day 1 post-resection; the subsequent recovery is marked by activation of inflammation-related signaling pathways in the remnant. The body of the evidence suggests that leukocytes migrating to the liver preliminarily accumulate in the spleen. The activation of signaling pathways associated with focal contacts and circulating monocytes indicates a compensatory reaction and may reflect the demand of the regenerating liver for colonization of the remnant by monocytes and other leukocytes.

The fundamental possibility of migration of splenic leukocytes into the regenerating liver was confirmed by us using a model of intravenous transplantation of GFP + splenic leukocytes from B10-GFP mice. At the same time, there was no migration of GFP + splenic leukocytes to the intact liver, or migration of GFP + peripheral blood leukocytes to the intact or regenerating liver. Thus, migration of leukocytes from the spleen is a specific process rather than mechanical transfer with the bloodstream through the splenic vein. That is, splenic monocytes are biologically different from peripheral blood monocytes in the context of post-resection recovery. 

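Whether the effect of resection itself differed between blood and splenic monocytes was tested as an interaction in the same fit. Of 20135 features 57 passed, with 44 effects higher in blood and 13 lower, and 49 of the 57 had a gene symbol. Among well expressed genes whose 3 smallest p-values led each direction, Slpi had a difference of 3.30 (standard error 0.33, adjusted p = 0.0136), Clec10a of 3.54 (standard error 0.41, adjusted p = 0.0215) and Glmp of 1.13 (standard error 0.13, adjusted p = 0.0215). The differences of Raver2 (-3.55 (standard error 0.48, adjusted p = 0.0322)), Fam78a (-1.69 (standard error 0.25, adjusted p = 0.0334)) and Ddb2 (-1.39 (standard error 0.21, adjusted p = 0.0368)) were negative. The number depended on single libraries. It was 11, 5 and 7 without intact splenic library 1, 2 or 3, 8, 13 and 93 without the splenic libraries of resected animals in the same order, 5 and 17 without resected blood library 2 or 3, and 11 without intact blood library 2. DESeq2 called 1171 features, and without the low-count filter 22 were called. With the replicate number as a covariate 1 was called, and it was none of the genes named here. Whether these numbers pair the libraries is not settled. Slpi kept the call with every library left out. Clec10a lost it without intact splenic library 2 (3.46), resected blood library 2 (3.59) or intact blood library 2 (3.62), and the other 4 genes lost it in 6 to 9 of the 12 fits with similar values.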

The inference was confirmed by comparative transcriptomics of CD115+ splenic monocytes and peripheral blood monocytes. 

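Between blood and splenic monocytes, edgeR's quasi-likelihood test called 1480 features in intact animals, 778 higher in blood and 702 lower, and 2648 after resection, 1264 higher and 1384 lower. Of these, 1343 and 2406 had a gene symbol, and 233 and 331 had a group with 3 counts or fewer in every library. The libraries of the 2 tissues did not overlap for 34.5% of all features in intact animals and for 42.4% after resection. Of the features called after resection, 33.0% were also called in intact animals. These were 875 features, 862 of them with the same direction. In intact animals the count was 531, 615 and 755 without splenic library 1, 2 or 3 and 828 without blood library 1. After resection it was 1579 and 1450 without splenic library 1 or 2, and 1551 and 1607 without blood library 2 or 3. The balance after resection turned to more genes higher in blood with each compared library left out. It also turned with RLE factors (1429 higher and 1133 lower), without haemoglobin genes (1437 and 1108) and with DESeq2 (1990 and 1737). It did not turn with only the 2 groups compared (1300 and 1359) or the replicate number as a covariate (1125 and 1132). In intact animals the smallest p-values of genes higher in blood belonged to Prg4 (7.58 (standard error 0.50, adjusted p = 0.000154)), Bcam (4.23 (standard error 0.31, adjusted p = 0.000224)) and Serpinb2 (6.40 (standard error 0.48, adjusted p = 0.000240)), and those of genes higher in spleen to Jchain (-9.39 (standard error 0.31, adjusted p = 4.22e-07)), Derl3 (-4.73 (standard error 0.27, adjusted p = 5.84e-05)) and Slc45a3 (-8.25 (standard error 0.54, adjusted p = 0.000154)). Jchain, the joining chain of antibodies, measured 2340.4 ± 425 CPM in spleen and 3.48 ± 0.815 CPM in blood (SD, n = 3). Prg4 and Serpinb2 belong to a list of peritoneal macrophage genes, whose median log2 fold change in this comparison was 3.91. A list of plasma cell genes had -1.62. Other cells in the sorted fractions may therefore account for Prg4, Serpinb2, Jchain and Derl3, and a difference within the monocytes was not tested separately. After resection Prg4 (10.73, adjusted p = 2.68e-05) and Serpinb2 (9.26, 2.68e-05) again led with Bcam among genes higher in blood, and Jchain (-8.26, 9.51e-07), Derl3 (-4.27, 3.02e-05) and Itgad (-11.23, 3.02e-05) among those higher in spleen. Of the other genes labelled in Fig. 5c, Itgb1 was higher in blood of intact animals (1.38, 0.00107), and after resection Alox15 (9.90, 0.000182), C4b (8.69, 0.000571) and Pmp22 (8.53, 0.000182) were higher in blood. From the infusion of labelled leukocytes, the paper concludes that migration from the spleen is a specific process. It reasons that splenic monocytes are biologically different from those of peripheral blood, and it states that the comparison of their transcriptomes bears this inference out.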

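Adhesion genes with higher expression in splenic than in blood monocytes of intact animals included Vcam1, as given for the chemokine receptors, and Dscam. Dscam measured 3.85 ± 1.07 CPM in spleen and 0.138, 0.0257 and 0.0655 CPM in the 3 blood libraries, a log2 fold change for blood against spleen of -5.61 (standard error 0.72, adjusted p = 0.00241) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ceacam2 (-3.46 (standard error 0.91, adjusted p = 0.0410)), Ceacam10 (-2.80 (standard error 0.75, adjusted p = 0.0446)) and Ceacam16 (-2.15 (standard error 0.56, adjusted p = 0.0420)) passed by a small margin. Ceacam2 and Ceacam10 lost the call when any of the 6 libraries was left out, with values from -3.74 to -2.33 and from -3.42 to -2.26. Ceacam16 lost it without any of the 3 splenic libraries or intact blood library 1 (-2.20), with values from -2.21 to -1.83 in these fits. Of the 6 fits without a library of resected animals, Ceacam2 and Ceacam10 lost it in 5 each and Ceacam16 in 6. Ceacam2 stood at 1.09, 1.59 and 5.60 CPM in the splenic libraries. Icam4 (-2.99, adjusted p = 0.0656), Ncam1 (-1.81, 0.150) and Vcan (-2.15, 0.239) did not pass, although DESeq2 called Icam4. Icam5 had 3 counts or fewer in every blood library, and its mean was at least 5.64-fold lower there (adjusted p = 0.193). Icam2 was at 34.6 ± 1.39 CPM in spleen and 34.6 ± 4.96 CPM in blood (SD, n = 3), with a log2 fold change of -0.00 (standard error 0.31, adjusted p = 1.00). Its sign was positive with DESeq2, with RLE factors and without haemoglobin genes, and from -0.08 to 0.18 with each library left out. Of these 10 genes, 5 passed over all genes tested and 7 when adjusted over the list alone. The 25 CAM-named genes had a median of -0.70 (camera adjusted p = 0.0836), which passed with RLE factors at -0.63 and when intact splenic library 1 (-0.52) or 2 (-0.57) or intact blood library 1 (-0.74) or 2 (-0.68) was left out. It was -0.30 without intact splenic library 3 and -0.47 without intact blood library 3 and did not pass there. Bcam, by contrast, was among the genes higher in blood.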

In intact animals, splenic monocytes express elevated baseline levels for a number of cell adhesion molecule genes including *Dscam*, *Vcan*, *Ceacam2*, *Ceacam10*, *Ceacam16*, *Icam2*, *Icam4*, *Icam5*, *Vcam1* and *Ncam1*. 

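In blood monocytes after resection, Icam1 rose from 40.9 ± 22.7 to 312 ± 91.0 CPM (SD, n = 3), a log2 fold change of 2.93 (standard error 0.46, adjusted p = 0.00299) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Vcam1 rose from 0.498 ± 0.0787 to 3.55 ± 1.89 CPM (2.82 (standard error 0.61, adjusted p = 0.0115)), Ceacam1 from 108 ± 29.4 to 384 ± 80.9 CPM (1.83 (standard error 0.38, adjusted p = 0.00982)) and Icam2 from 34.6 ± 4.96 to 94.0 ± 32.9 CPM (1.44 (standard error 0.31, adjusted p = 0.0115)). Vcan was at 13.2 ± 3.58 CPM before and 337, 560.1 and 1318 CPM in the 3 libraries after resection (5.81 (standard error 1.25, adjusted p = 0.0109)), and Ceacam10 at 3.27, 3.57 and 13.5 CPM after resection (5.52 (standard error 0.83, adjusted p = 0.00249)). Bcam (1.21 (standard error 0.28, adjusted p = 0.0132)) lost the call without resected blood library 2 (1.14), and so did Icam2 (1.24). Epcam (1.36, adjusted p = 0.0936), Ncam1 (1.74, 0.114) and Icam4 (1.90, 0.147) did not pass over all genes tested, and DESeq2 called Epcam. Of the 10 adhesion genes that Fig. 5c lists for this comparison, all had the listed sign, 7 passed and 9 passed when adjusted over the list alone. The 25 CAM-named genes had a median of 0.55, or 0.63 with genes at the floor set to their bounds (camera adjusted p = 0.00848, fry adjusted p = 0.00751), and the family did not pass without intact blood library 3 (0.63). Without intact blood library 1 the median was 1.01. Against the change in splenic monocytes, the difference was 2.25 (standard error 0.80, adjusted p = 0.213) for Vcam1 and 2.26 (standard error 0.44, adjusted p = 0.0738) for Icam2, neither past the threshold in edgeR and both past it in DESeq2.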

Resection of the liver promotes an increase in expression of cell adhesion molecule genes by peripheral blood monocytes. Accordingly, migration of these cells into the regenerating liver cannot be excluded, especially considering the increased expression of *Ccr2* gene involved in monocyte migration (She et al., 2022) by blood monocytes post-resection. 

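Ccr2 was at 275 ± 148 CPM in intact blood monocytes (SD, n = 3). Its log2 fold change after resection was 0.16 (standard error 0.43, adjusted p = 0.829) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a difference smaller than the spread between replicates. The individual libraries were at 370.1, 349 and 104 CPM before and 333, 357 and 231 CPM after resection, and without intact blood library 3 the log2 fold change was -0.23. The paper's statement can also be read as blood against spleen after resection, as in its Results. In that comparison Ccr2 was called higher in blood, at 1.89, as given above.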

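In splenic monocytes, Ccr2 measured 176 ± 53.0 CPM in intact animals and fell on resection with a log2 fold change of -1.09 (standard error 0.44, adjusted p = 0.192). Cx3cr1 stood at 11.2, 13.5 and 31.3 CPM in the intact libraries and 3.99 ± 0.894 CPM after resection (SD, n = 3), a log2 fold change of -2.22 (standard error 0.53, adjusted p = 0.0604). Neither passed over all genes tested in edgeR's quasi-likelihood test, both passed when adjusted over the list alone (adjusted p = 0.0432 for Ccr2, adjusted p = 0.0196 for Cx3cr1), and DESeq2 called Cx3cr1. Without intact blood library 3 both were called, at -1.09 and -2.22. With each splenic library left out, the log2 fold change ranged from -1.31 to -0.86 for Ccr2 and from -2.49 to -1.63 for Cx3cr1. The resection effect on Ccr2 differed between blood and spleen by 1.25 (standard error 0.61, adjusted p = 0.324), and that on Cx3cr1 by 0.02 (standard error 0.70, adjusted p = 1.000), so a difference between the tissues was not detectable for either gene. The latter value lay between -0.58 and 0.30 with each library left out and was lowest without intact splenic library 3.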

Splenic monocytes, by contrast, show decreased *Ccr2* and *Cx3cr1* expression levels post-resection as compared to the baseline. These dynamics may indicate enhanced discharge of splenic monocytes into the bloodstream.

Biological significance of monocyte migration to the remnant liver should be addressed specifically. The resident liver macrophages constitute one of the most numerous macrophage populations in mammals (Liaskou et al., 2012). Under conditions of drastic loss in liver volume (modeled by 70% resection) the replenishment of liver macrophages may require extra cellular sources. Indeed, arrested monocyte entrance to the liver has been shown to slow down repair processes in the organ. On the other hand, resident macrophages and macrophages that differentiate from migratory monocytes may differ in properties, so that the latter may have some special role allocated to them in the context of recovery. This perspective is supported by studies showing that migratory monocytes and macrophages differentiating from them secure the restoration of the hepatic microvasculature (Zigmond et al., 2014; You et al., 2013).

In addition to monocyte migration, the general granulocyte marker Ly6G has indicated the migration of this type of leukocyte into the regenerating liver, as well as the effect of splenectomy on this process. The role of different types of granulocytes in liver regeneration is actively being studied. It has been shown that neutrophil migration is a crucial aspect of liver regeneration, as neutrophils stimulate the transition of macrophages—developing from monocytes that migrated to the liver—from a pro-inflammatory phenotype to an anti-inflammatory and pro-regenerative one (Yang et al., 2019). Furthermore, eosinophils secreting IL-4, which is necessary for initiating hepatocyte proliferation, are also essential for liver regeneration (Goh et al., 2013).

The further fate of monocytes that enter the regenerating liver is unclear. Most likely, the infiltrating monocytes and macrophages differentiating from them are gradually eliminated from the liver at the final stages of repair process, but the rates of elimination remain controversial. Some observations indicate that the number of migrated monocytes decreases already by 72 h after injury, while other show that this occurs only by day 14 (Nishiyama et al., 2015; Zigmond et al., 2014) This variation in estimates may be due in part to the markers used to identify monocytes. In particular, an increase in the number of CD11b+ cells in the liver after resection may reflect the induction of expression of this marker by resident liver macrophages; on the other hand, it may also reflect the simultaneous process of colonization of the organ by incoming monocytes. The rapid elimination of transplanted GFP + splenic cells (observed by us in the liver 24 h post-resection and absent at later stages) may be due to the allogeneic nature of the transplant.

Migration of monocytes to the liver can be associated with the death of resident macrophages in response to resection. The so-called macrophage disappearance reaction has been described in various models of damage to various organs including the liver. After damage to an organ, the number of resident macrophages decreases. Biological significance and molecular mechanisms of this phenomenon remain understudied. Death of resident macrophages by necroptosis or necrosis has been noted in bacterial and viral infections, as well as malaria (Blériot et al., 2015; DiPaolo et al., 2013; Lai et al., 2018). In the case of alveolar macrophages, the effect has been termed “defensive suicide” and regarded as initiatory damage required to trigger inflammatory responses, notably the recruitment of neutrophils and microbicidal monocytes, rather than a passive element of the infectious process. In this context, resident macrophages should be considered sensor cells rather than effectors (DiPaolo et al., 2013; Ginhoux et al., 2017).

The increased cell death rates among resident liver macrophages after massive resection of the organ may similarly support regeneration. The reduction in the number of resident macrophages per unit volume of tissue in the remnant organ observed by us in this study is consistent with our previous report on up to 16% cell death rates among F4/80+ liver macrophages after 70% liver resection in mouse model (Elchaninov et al., 2021). The present study detected activation of cell death-related signaling pathways in liver macrophages from animals that underwent splenectomy before liver resection. This is consistent with the flow cytometry data. Liver resection leads to a decrease in the number of F4/80+ macrophages in the liver among the stromal fraction cells. At the same time, 3 days after surgery, the number of F4/80+macrophages in case of preliminary splenectomy was significantly lower compared to animals with preserved spleen.

Several studies demonstrate increased expression of certain cytokines and growth factors (Il1, Il6, Il10, HGF, TGFβ, TNFα) in the spleen under conditions of liver damage (Kono et al., 1992; Ueda et al., 2003; Keramida et al., 2018). Our previous study demonstrates increased expression of protease inhibitors (Serpina3n, Stefin A2, Stfa2l1, Cathepsin G) by the spleen in response to 70% liver resection in experimental model (Elchaninov et al., 2023).

The role of protease inhibitors in regeneration is a rather new research focus. Induced overexpression of Serpina3n in paracetamol-induced hepatotoxic injury model alleviates the necrotic and inflammatory changes to the organ (Tran et al., 2023). A similar association was observed in experimental ischemic stroke (Zhang et al., 2022). The roles of Stefin A2 and Stfa2l1 in liver repair have not been studied, although Stefin A2 and its homologs are thought to alleviate the degree of inflammatory response by inhibiting cysteine peptidases, notably Cathepsins L and S involved in antigen presentation (Mihelič et al., 2006). Cathepsin S inhibition in Sjögren syndrome reduces the auto-antibody production and alleviates the lymphocytic infiltration of salivary and lacrimal glands (Roper et al., 2003; Saegusa et al., 2002). Removal of the spleen as a source of protease inhibitors can lead to a decrease in their blood levels. However, according to the immunosorbent assay, in pre-splenectomized animals plasma levels of Cystatin A (S*tefin A*) and C1-inhibitor (*Serping1*) after liver resection were higher compared to animals with intact spleen. Apparently, the absence of the spleen can aggravate the inflammatory reaction to liver resection which involves a compensatory increase in the production of these protease inhibitors outside the spleen.

We would like to point out some limitations of our study. First of all, it concerns transplantation of GFP + leukocytes derived from B10-GFP + mice. Formally, this is an allogeneic transplantation, which may affect the rate of their elimination from the donor’s body. However, it should be noted that the line of B10-GFP + mice is derived from C57BL/6, to which we transplanted isolated GFP + leukocytes. In our opinion, this should reduce the probability of rejection of the injected cells.

In addition, our study was performed on male C57BL/6 mice. We cannot exclude that the lineage of mice as well as the sex may be of importance in the conditions of our experiment. Liver regeneration has been a long studied problem in experiment. Since the beginning of the systematic study of liver regeneration in experiment, several factors influencing this process have been studied, including the influence of sex. Many studies have shown that castration leads to slower weight regeneration in laboratory animals. On the contrary, the introduction of sex hormones stimulates this process. There are contradictory data on the fact that liver regeneration is faster in those animals. Some studies show that in general females have faster liver regeneration compared to males (Birrer et al.; Liozner and Liozner, 1974). In other works, no difference in liver weight regeneration in females and males was found (Lee and Jung, 2023). In our opinion, the reason why not all studies show faster liver regeneration in females compared to males is that the recovery of liver mass after resection is extremely rapid. Within 7–10 days, the liver weight does not differ from the control.

## Conclusion

Splenectomy does not improve (may inhibit) liver regeneration after 70% resection, since the spleen is a source of leukocytes and biologically active substances, including protease inhibitors, entering the regenerating liver. The finding is contrary to some experimental studies demonstrating the positive effect of splenectomy on repair processes in the liver. The controversy may be due to the nature of the model liver injuries used in different studies. Under conditions accompanied by severe hepatocyte death, such as hepatitis or liver fibrosis, the spleen acts as additional source of damaging cytokines, so that its removal can stimulate reparative processes in the liver. Under conditions of liver resection, the rates of hepatocyte death in the remnant liver are minimal and no decay products reach the spleen via systemic circulation to promote excessive production of pro-inflammatory cytokines by the spleen. This explains the negative effect of splenectomy on the condition of the liver in normal conditions and during regeneration after 70% resection (Babaeva, 1989; Maruya et al., 2020).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE266703. https://www.ncbi.nlm.nih.gov/geo/, GSE263764.

# Supplementary material for: Cellular effects of splenectomy on liver regeneration after 70% resection
**Source:** Front Cell Dev Biol. 2025 May 1;13:1561815. doi: 10.3389/fcell.2025.1561815

## Cellular effects of splenectomy on liver regeneration after 70% resection

Andrey Elchaninov<sup>1,3\*</sup>, Polina Vishnyakova<sup>2,3</sup>, Elena Gantsova<sup>1,3</sup>, Miroslava Chirkova<sup>4</sup>, Victoria Karyagina<sup>2</sup>, Larkin Anatoliy<sup>5</sup>, Evgeniya Kananykhina<sup>1</sup>, Maria Kuznetsova<sup>6</sup>, Ibrahim Atabekov<sup>4</sup>, Evgeny Karpulevich<sup>4</sup>, Silachev Denis<sup>7</sup>, Dmitry Trofimov<sup>6</sup>, Dmitry Goldshtein<sup>8</sup>, Timur Fatkhudinov<sup>1,3</sup>, Gennady Sukhikh<sup>2</sup>

6 Laboratory of molecular research methods, Institute of Reproductive Genetics, National Medical Research Centre for Obstetrics, Gynecology and Perinatology Named after Academician V.I. Kulakov of Ministry of Healthcare of Russian Federation, Moscow, Russia

Uncropped membranes of the western blot

CyclinA2

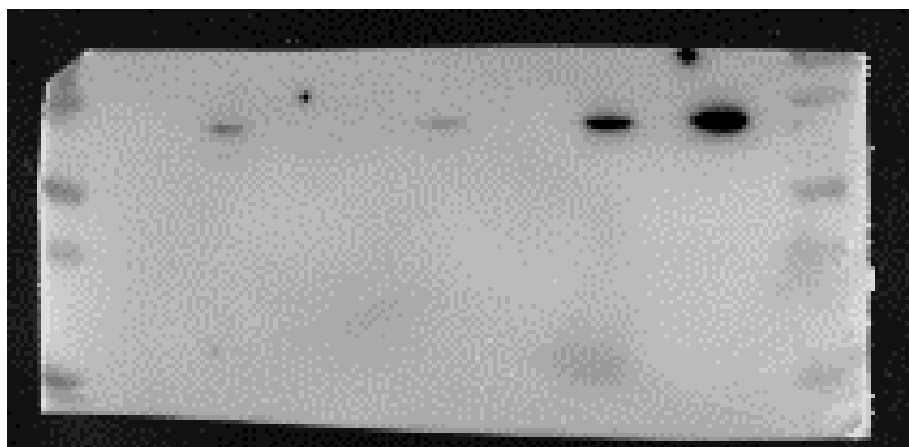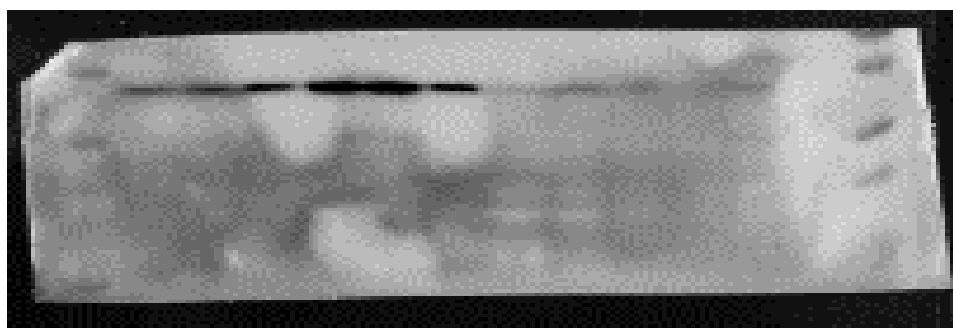

## Cyclin D1

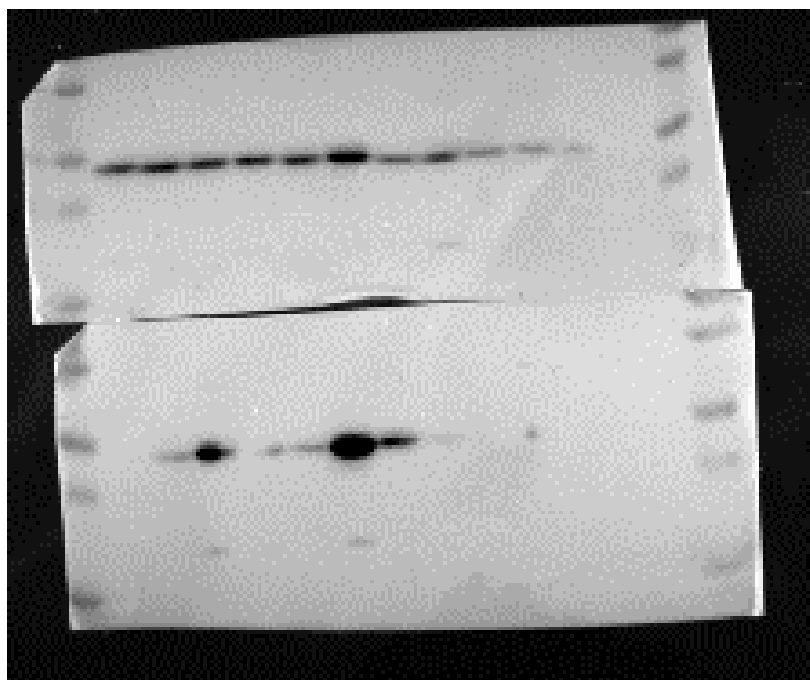

## p53

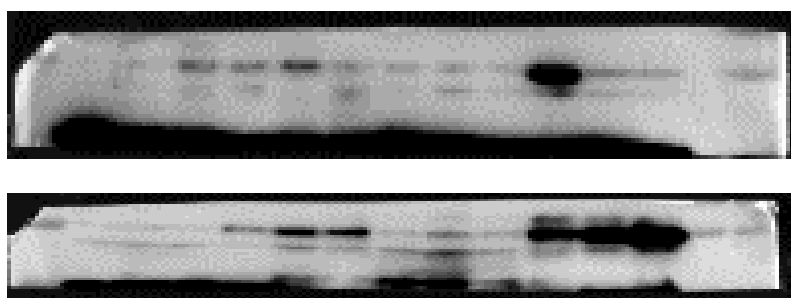

GAPDH

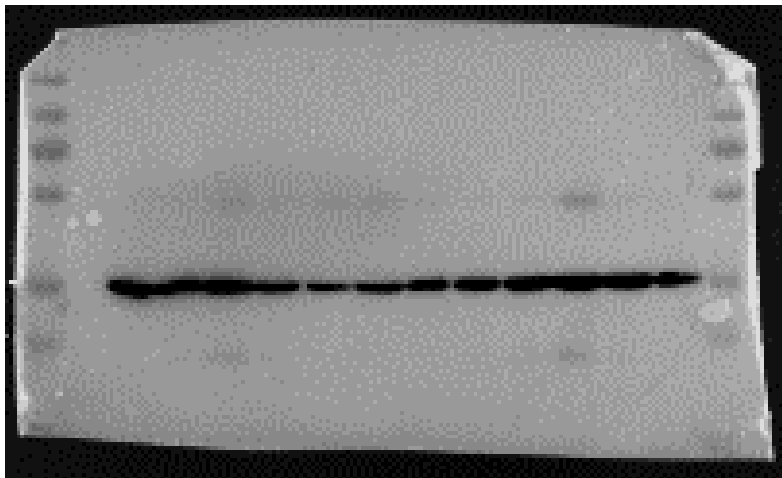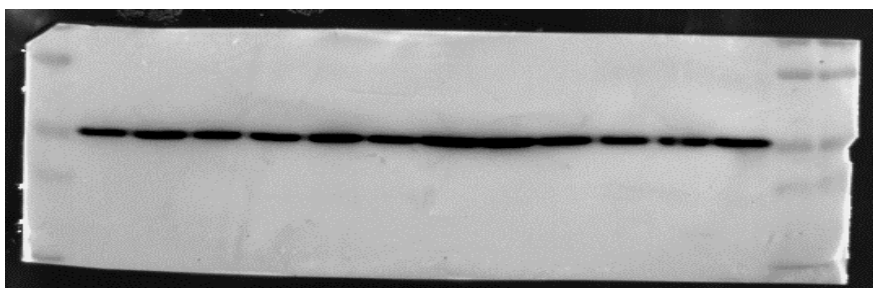

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

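Gene expression was measured by RNA-seq in CD115-positive monocytes sorted with magnetic beads from the spleen and the peripheral blood of male mice, intact or 24 h after resection of 70% of the liver mass. There were 3 libraries in each of 4 groups, 12 in all, each from cells pooled over 5 animals, and each library was taken as 1 replicate. The groups and replicate numbers were taken from the sample labels and the methods. The other experiments of the article were not analysed here.

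The authors deposited 1 table of estimated counts per library, with up to 3 decimals and without scaling to library size or gene length. The paper's text names no aligner, counting tool, annotation or differential expression test for these data, and refers to a supplement for the detailed procedure, of which the part on sequencing was not used here. Each table had 67088 entries, of which 24256 were gene symbols, 40274 RefSeq accessions and 2558 unassigned transcripts. The unassigned transcripts held from 1.75% to 4.33% of a library and were left out of library sizes and tests. Of the accessions 25340 were matched to a gene symbol through the RefSeq gene table of mouse assembly GRCm38.p6, which was used for names only, and 14934 were not matched and were kept under their accession. Counts were summed per gene, which gave 52553 features, and rounded to whole numbers. How the authors' counting treated reads shared by paralogs or overlapping genes is not stated in the paper's text, so single members of close families (Ccr1 and Ccr1l1, Cxcr1 and Cxcr2, other CC chemokine receptors such as Ccr2, the Ceacam genes) are uncertain.

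The counts were tested in R 4.3.3 with edgeR 4.0.16. Features were kept by filterByExpr, which left 20135, scaled with TMM factors and fitted with a robust quasi-likelihood model (glmQLFit and glmQLFTest) over all 12 libraries and 4 groups, without covariates, so that the groups shared one estimate of the spread. The common dispersion was 0.312. The comparisons were resection in blood, resection in spleen, blood against spleen in intact animals, blood against spleen after resection, and the difference of the resection effect between the tissues. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the quasi-likelihood F statistic. Levels are given as counts scaled by TMM library sizes (CPM). The TMM factors ran from 1.14 to 1.26 in the splenic and from 0.661 to 1.09 in the blood libraries. A gene with 3 counts or fewer in every library of a group was taken to be at the limit of counting, which corresponds to 0.0626 to 0.102 CPM, and its fold change is given as a lower bound. Such limits cover counting error only, since the reads carried no molecular identifiers. They compare group means and leave out the spread between libraries. Within a group the libraries differed by far more than counting noise (chi-square per degree of freedom from 20.2 to 599), so each was counted as a replicate.

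The genes named in the text were chosen by a rule. They are the genes the paper names in its RNA-seq text, in the adhesion gene lists and in the readable labels of Fig. 5c, Csf1r, the genes of a cell type list where that list is discussed, and in each comparison the 3 genes with the smallest p-value in each direction among called genes with a symbol, at least 50 normalized counts on average in the higher group and no overlap between the libraries of the 2 groups. Some genes that meet the rule are not reported here. For genes the paper states, p-values were also adjusted over the list alone. The pathway statements were followed with 10 families defined by gene symbol, and 20 lists of cell type markers were used to look for RNA of other cells. These lists were monocyte, neutrophil, abundant neutrophil, B-cell, T-cell, NK-cell, plasma cell, red pulp macrophage, peritoneal macrophage, abundant peritoneal macrophage, mesothelial, Kupffer cell, hepatocyte, erythroid, platelet, plasmacytoid dendritic cell, conventional dendritic cell, eosinophil, basophil and proliferation genes. Genes labelled in Fig. 5c and the chemokine receptors named by the paper were kept out of them. Families and lists were tested with camera of limma 3.58.1 (two-sided, preset correlation 0.01) on log2 CPM with a prior count of 2, with Benjamini-Hochberg adjustment within a comparison. That made 50 family tests and 95 list tests over 19 lists with a tested gene.

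The test, its thresholds, the families, the lists, the rule for named genes and the alternatives were set before the data were examined, apart from 2 alternatives added later. The alternatives were DESeq2 1.42.0 with its size factors, RLE factors, no low-count filter, a minimum of 10 counts in every library, unadjusted p-values, no limit on the fold change, entries as deposited without summing, haemoglobin genes left out, the replicate number as a covariate, only the 2 groups compared, and each library left out in turn. For families and lists they were fry and camera with an estimated correlation, RLE factors, the replicate number, the 2 groups and each library left out. No gene symbol matched an immunoglobulin or mitochondrial gene, so the alternative without those genes removed haemoglobin genes only. The 2 later alternatives were DESeq2 on the 2 groups with entries as deposited and unadjusted p-values, and a fit to features with a gene symbol only. Gene length and GC content came from the GENCODE M21 annotation and its transcripts, matched by symbol. No coordinates are given. Refits with length or GC content as an offset, and counts thinned at random to 35707665 per library, were run as checks.

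The procedure was tested on simulated counts drawn from the means and library sizes of these libraries, with 200 genes changed by known amounts in blood after resection. Of these 192 were among the 19317 genes tested. The test called 60 genes, of which 58 had been changed and 2 had not, which is 30.2% of the changed genes at an adjusted p-value under 0.05 and 47.9% of those changed by a log2 fold change of 3. The slope of estimated on simulated log2 fold changes was 1.00. It made 0 calls in each of the 2 comparisons without simulated changes, and 31 calls, 0 of them false, for the difference between the tissues. With 3 libraries per group, a change that was not called is therefore not shown to be absent.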

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

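Planned tests of an explanation were those on regrouped libraries and on the peritoneal list for the difference between the tissues. So were those on the neutrophil and lymphocyte lists in blood after resection and on the red pulp macrophage list in intact animals. The family and list tests and the fits without haemoglobin genes or with a library left out were also set before the data were examined. Their other uses as tests of an explanation, and all other tests in this part, were chosen only after the result was seen.

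The effect of resection differed between blood and splenic monocytes for 57 features, with 44 effects higher in blood and 13 lower, which is a difference between groups that the paper did not test. Of 100 regroupings drawn from the 200 possible ones, 5 gave as many calls, the real one included. The other 4 gave 1507, 1137, 859 and 150 calls. All 4 kept the real blood groups and exchanged 2 of the 3 splenic libraries between the states, so they hold the blood effect beside a splenic effect that is largely turned round, and a difference between the tissues is built into them. None of the drawn regroupings that exchanged blood libraries gave more than 6 calls, but these take the blood effect away. The real grouping and a chance arrangement therefore cannot be told apart by this count. The tables argue against several technical trends as the whole cause. With transcript length as an offset 100% of the called genes with a length were called again. With GC content this share was 98.0%. The fitted trends were small, with median absolute offsets of 0.06 for length and 0.05 for GC content on the log2 scale. Offsets of that size could undo few calls, so the small trends argue here more than the shares do. These refits tested 14444 features and gave 104 calls even without an offset. Without haemoglobin genes the share called again was 84.2%. With counts thinned to one total per library, haemoglobin included, it was 89.5%. Haemoglobin took more of the blood libraries, so the depth of the other genes stayed unequal and its part is not settled. A different mixture of cells in the sorted fractions and a difference between the tissues themselves stay open, the last of them untested.

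Chemokines rose more in blood than in spleen, with a median difference of 1.49 on the log2 scale over 27 genes (camera adjusted p = 2.35e-06, fry adjusted p = 0.0426), and so did cadherins and protocadherins, with 0.66 over 29 genes (camera adjusted p = 0.0118, fry adjusted p = 0.0426). What drew attention was this difference between the groups. Neither family passed with the estimated correlation between genes. Without haemoglobin genes the medians were 1.49 and 0.66, and with transcript length as an offset 1.34 and 0.70, which argues against either as the whole cause. With each library left out the medians ran from 1.11 to 1.98 and from 0.52 to 0.99, and the cadherin median was 0.99 without intact blood library 3. Other cells in the sorted fractions and a difference between the tissues stay open for both families and were not tested for them.

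Genes typical of peritoneal macrophages gave a signal outside the genes the paper discusses. The list of 16 genes had a median log2 fold change of 2.46 in blood after resection and of 3.91 in intact blood against intact spleen, and a list of 10 abundant transcripts of these cells had 1.86, 1.68 and 2.34 for resection in blood, resection in spleen and intact blood against spleen. The splenic value was 0.73 without resected splenic library 3. The mesothelial list had 1.70 in blood after resection and 4.79 in intact blood against spleen, or 2.51 with genes at the limit of counting set to their bounds. The lists share genes, as 3 of the 16 are among the 10, 3 of the 10 are also red pulp macrophage genes and 2 of the 16 Kupffer cell genes. Without genes that another macrophage list holds, the median of the first list was 2.46 over 11 genes in blood after resection and 3.19 in intact animals. The abundant list was shortened only by the genes of the red pulp list and still held Prg4, Saa3 and Cxcl13 of the first list. Its median over 7 genes was 2.41 and 4.07 in the same order. Intact splenic monocytes expressed 3 of 16 genes of the first list at 10 CPM or more, 7 of 10 of the second and 0 of 7 mesothelial genes. The summed level of the abundant genes was 28121 CPM in blood after resection, 5860.3 in intact blood, 3668 in spleen after resection and 1369 in intact spleen, and that of the mesothelial genes at most 11.4 CPM in any group.

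If cells of the peritoneal cavity had entered the blood samples after resection, the list should have risen more in blood than in spleen, and the median difference was 1.90 (camera adjusted p = 1.12e-08, fry adjusted p = 0.00947), a difference between groups. The list of abundant transcripts had a median difference of 0.25 (camera adjusted p = 0.0415, fry adjusted p = 0.137), which ran from 0.0458 to 1.58 with each library left out, lowest without intact splenic library 2 and highest without resected splenic library 3. It depends on C1qa, C1qb and C1qc, which the red pulp macrophage list also holds. In the shortened lists the median difference was 0.80 over 7 abundant genes, 6 of them above 0 (camera adjusted p = 0.00587, fry adjusted p = 0.0454, over the 2 shortened lists). It was 2.03 over 11 genes of the first list, with 11 above 0 (camera adjusted p = 9.53e-09, fry adjusted p = 0.000453). The value for the 7 abundant genes was 0.44 without resected splenic library 1 and 0.44 without resected splenic library 2. It was 3.12 without resected splenic library 3 and 0.42 without resected blood library 3. The mesothelial list had a median difference of -0.13, with 3 of 7 genes above 0, from -0.68 to 0.72 with each library left out, lowest without intact splenic library 3 and highest without intact blood library 2. Camera passed the mesothelial list with each library left out other than intact blood library 1 (adjusted p = 0.0599), at medians of either sign. With all libraries fry did not pass it. As its genes go both ways, this median decides nothing. In resected spleen, where the explanation needs no rise, the median of the peritoneal list was 1.39 (camera adjusted p = 0.0878). It was 1.47 without intact splenic library 2 and 0.40 without resected splenic library 3, and it passed without intact splenic library 2 (camera adjusted p = 0.0373). The abundant list had 1.68 there (camera adjusted p = 0.00520, fry adjusted p = 0.0367) and the mesothelial list 1.40 (camera adjusted p = 0.209), or 0.0682 with genes at the limit of counting set to their bounds. The shortened lists had 1.15 and 1.3 in spleen (camera adjusted p = 0.0812 for both), and 0.29 and 0.42 without resected splenic library 3. Cells of the peritoneal cavity in the blood samples and a rise of these genes in both tissues therefore cannot be told apart after resection, because whether the genes rose in spleen depends on the genes counted and on 1 library. In intact animals, which had no resection, the mesothelial median of 4.79 is what peritoneal cells would give, in genes of low level. For the rise after resection the platelet list had a median of 0.54 (camera adjusted p = 0.0762). Its summed level went from 381, 279 and 102 CPM in the intact blood libraries to 855, 936 and 850.4 CPM after resection, and most of the rise came from Pf4, which went from 45.6 to 597 CPM on average and was called higher (3.71), as platelet RNA would give. The other 6 genes of the list were not called, with log2 fold changes from -0.51 for Tubb1 to 1.37 for Gp1bb, and with 0.97 for the abundant Ppbp. Platelets would bring all their abundant transcripts, so these values argue against platelet RNA as the whole cause of a rise of 2.46. The platelet median was 0.91 without intact blood library 1 and 0.14 without intact blood library 3, and it passed only without intact blood library 1 among the fits with a library left out. Without haemoglobin genes the medians were 2.45 after resection and 4.02 in intact animals, which argues against the haemoglobin share as the cause. For intact blood against spleen the platelet list was itself higher, at 4.27, and platelet and peritoneal RNA cannot be told apart for this comparison, because both lists rise together and Selp and F5 of the peritoneal list are also platelet genes. A candidate explanation for intact animals is that cells of the peritoneal cavity were in the blood samples. Expression of these genes by the monocytes themselves stays open and was not tested.

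Neutrophil genes gave a further signal, in genes for which the paper's text gives no RNA-seq value, although it follows the product of 1 of them, Ly6g, on leukocytes by flow cytometry. The list of 14 genes had a median of 4.49 in blood and 2.27 in spleen after resection, and its 7 most abundant genes, all members of the first list, had 5.31 and 2.62. The summed level of the 14 genes was 479.6, 605 and 169 CPM in the intact blood libraries and 4725, 6096 and 25114 CPM after resection, so resected blood library 3 held most of it, and 2539, 2180.3 and 1407 CPM in intact spleen and 6669, 6146 and 17352 CPM in spleen after resection. Intact splenic monocytes expressed 11 of 14 and 7 of 7 of the genes at 10 CPM or more. More neutrophil RNA may account for higher Cxcr1, Cxcr2 and Ccr1 in blood after resection, where the list needed to rise and had 4.49, for higher Cxcr1 in spleen after resection (2.27) and for the lower values of these receptors in intact blood than in intact spleen (-2.53). A lower share of monocytes, with the other cells in fixed proportion, would raise the genes of every other cell type alike. The T-cell list in blood after resection, at -2.34, argues against that. A lower share together with a changed mixture of the other cells is not excluded. A rise of these genes within monocytes stays open and was not tested.

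The T-cell list was higher in intact blood than in intact spleen, with a median of 2.45, a signal in genes outside those discussed by the paper. Its summed level was 1246, 1152 and 3004 CPM in the 3 intact blood libraries and 326 CPM in intact spleen, where 11 of 11 genes were expressed at 10 CPM or more. T-cell RNA may account for higher Ccr9 and Ccr4 in intact blood (2.45) and, as the list fell after resection, for their lower values then (-2.34). A joint loss of lymphocytes would also account for Cxcr5 and Ccr7. The B-cell list had a median of -0.52 (camera adjusted p = 0.510) and the NK-cell list of -2.10. The B-cell value was -0.83 without resected blood library 1, -0.25 without resected blood library 3, -0.0179 without intact blood library 2 and -0.94 without intact blood library 3, and it passed without intact blood library 3, where Cxcr5 and Ccr7 passed too. A loss of lymphocytes and a change of Cxcr5 and Ccr7 within monocytes cannot be told apart, because the B-cell median lies on the side that a loss needs and 1 library decides whether it passes. Regulation of the receptors within monocytes stays open and was not tested.

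Genes of red pulp macrophages rose after resection in blood (median 1.90) and in spleen (1.36), in genes for which the paper's text gives no RNA-seq value, although it discusses the product of 1 of them, Spic, and the difference between the tissues was 0.13 (camera adjusted p = 0.0415, fry adjusted p = 0.222). This difference ran from -0.17 to 0.57 with each library left out, and it was negative without resected splenic library 3, resected blood library 2 or intact blood library 2 and highest without intact blood library 3. Of its genes 10 of 10 were expressed in intact spleen at 10 CPM or more, 3 are shared with the abundant peritoneal list and 1 with the Kupffer cell list. Their summed level was 1481 CPM in intact spleen, 3767 in spleen after resection, 474 in intact blood and 2159 in blood after resection. Resident macrophages in the splenic samples may account for lower Vcam1 and Stab2 in intact blood, as the median of the list was -1.97 there. Plasma cells in the splenic samples may likewise account for lower Jchain and Derl3 in intact blood, as the plasma cell list, of which 6 of 7 genes were expressed in intact spleen, had a median of -1.62. Without haemoglobin genes the medians of the red pulp list after resection were 1.89 in blood and 1.36 in spleen, which argues against the haemoglobin share as the cause of the rise. No other technical explanation was tested for it, and more macrophage RNA in the samples and a change within the monocytes stay open and untested.

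Erythroid genes rose in spleen after resection (median 3.23) and were higher in intact blood than in intact spleen (7.26, or -0.03 over the 5 genes other than globins), and platelet genes were higher in intact blood than in intact spleen (4.27), all outside the genes discussed by the paper. The summed erythroid level was 1005, 763 and 3519 CPM in the intact splenic and 7689, 33494 and 9272 CPM in the resected splenic libraries. It was 269348 CPM in intact blood on average. The platelet sum was 14.4 CPM in intact spleen and 381, 279 and 102 CPM in intact blood. Intact splenic monocytes expressed 8 of 9 erythroid and 0 of 7 platelet genes at 10 CPM or more. The methods name lysis of red blood cells in the isolation from the spleen. In spleen after resection the 5 erythroid genes other than globins all had a positive log2 fold change, with a median of 2.58 and values from 2.14 to 3.23, which is what red blood cell precursors in the samples would give. Red blood cells and platelets carried over from blood stay open for the difference between the tissues, and no biological explanation was tested.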

How the results depend on the processing

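The fits to features with a gene symbol only and the DESeq2 fit to 2 groups with entries as deposited were chosen only after the results were seen, and the other tests in this part were planned.

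With DESeq2 in place of edgeR, at the same limits, 95.4%, 97.1%, 95.5% and 95.5% of the genes called for resection in blood, resection in spleen, intact blood against spleen and blood against spleen after resection were called again, as were 100% of those for the difference between the tissues. The numbers grew to 970 higher and 619 lower for resection in spleen, 1449 higher and 1211 lower for intact blood against spleen, 1990 higher for blood against spleen after resection and 658 higher and 513 lower for the difference between the tissues. With DESeq2 and unadjusted p-values they were 2614 higher and 2258 lower for resection in blood, 1700 higher and 1088 lower for resection in spleen, 2125 higher and 1888 lower for intact blood against spleen, 2514 higher and 2381 lower for blood against spleen after resection and 1384 higher and 1519 lower for the difference. With unadjusted p-values in edgeR they were 2119 lower for resection in blood, 1420 higher and 855 lower for resection in spleen, 1693 higher and 1711 lower for intact blood against spleen, 2301 lower for blood against spleen after resection and 1052 higher and 1314 lower for the difference. Without a limit on the fold change, the numbers lower were 2074 for resection in blood, 2.1e+02 for resection in spleen (206 of its 413 calls were higher) and 2130 for blood against spleen after resection. These settings pass more genes by their own construction, as they use a looser threshold. The cause of the larger numbers with DESeq2 at the same threshold was not tested.

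Without the low-count filter the calls were 56 higher and 45 lower for resection in spleen, 416 lower for intact blood against spleen, 922 lower for blood against spleen after resection and 16 higher and 6 lower for the difference between the tissues, where more features enter the adjustment. With at least 10 counts in every library they were 284 higher and 205 lower for resection in spleen and 81 higher for the difference. With features that have a gene symbol only, an alternative chosen after seeing the data, they were 295 higher and 201 lower and 88 higher and 23 lower in the same order. Both settings test fewer features. With only the 2 groups compared, which estimates the spread from 6 libraries, 513 were lower for resection in blood, and 410 higher and 386 lower for intact blood against spleen. DESeq2 on the 2 groups with entries as deposited and unadjusted p-values, chosen after seeing the data, gave 2582 higher and 2066 lower for resection in blood, 2015 higher and 1251 lower in spleen, 2052 higher and 1895 lower for intact blood against spleen and 2561 higher and 2469 lower for blood against spleen after resection. RLE factors, entries as deposited and leaving out haemoglobin genes kept every number within 1.5 times. Of the calls for the difference between the tissues 77.2% were higher, and 56.2% with DESeq2. For resection in blood 56.1% were higher, and 67.7% with only the 2 groups compared, and for resection in spleen 56.7% and 46.1%. RLE factors and leaving out haemoglobin genes moved this share by less than 10 percentage points in the 5 comparisons. For blood against spleen after resection they still turned the majority, from 47.7% higher to 55.8% and 56.5%. They shifted the median log2 fold change of all features for blood against spleen after resection by 0.11 and 0.11, DESeq2 by 0.11 and entries as deposited by 0.10, and leaving out haemoglobin genes shifted that for intact blood against spleen by 0.11. The cause of the shifts was not tested.

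Each library was left out in turn. For resection in blood the number higher ran from 992 without resected blood library 3 to 1506 without resected blood library 1, and the number lower from 635 without resected blood library 3 to 1232 without intact blood library 1. For resection in spleen they ran from 1 without intact splenic library 1 to 99 without resected splenic library 1 and from 0 without intact splenic library 1 or intact splenic library 2 to 67 without resected splenic library 1. The single higher feature was known by a RefSeq accession only, and beside the 0 lower, 1291 and 1275 were lower at an unadjusted p under 0.05. For intact blood against spleen they ran from 306 without intact splenic library 1 to 1001 without intact blood library 3 and from 225 without intact splenic library 1 to 493 without intact blood library 3, and for blood against spleen after resection from 849 without resected splenic library 2 to 1585 without resected splenic library 3 and from 601 without resected splenic library 2 to 1216 without resected splenic library 3. For the difference between the tissues they ran from 1 without intact splenic library 2 or resected blood library 2 to 75 without resected splenic library 3 and from 4 without intact splenic library 2, intact splenic library 3, resected splenic library 1, resected blood library 2 or intact blood library 2 to 24 without intact blood library 3. The single higher gene was Slpi, which was picked after its values were seen, and the 4 lower ones were in each case features known by a RefSeq accession only, apart from Lmna in 1 fit, also picked after its values were seen. Fewer libraries lower the power of the test by construction. A library outside the 2 groups compared enters the shared estimate of the spread. Without one such library the calls ran from 46 (resected blood library 2 left out) to 1025 (intact blood library 3) for resection in spleen, from 1023 (resected blood library 2) to 1465 (resected splenic library 3) for intact blood against spleen, from 2118 (intact splenic library 1) to 3625 (intact blood library 3) for blood against spleen after resection and from 2330 (intact splenic library 2) to 2814 (resected splenic library 3) for resection in blood. Each real grouping of the 6 libraries compared was set against the other splits of these libraries. For resection in blood 1 of the 10 splits, the real one, gave as many calls, for resection in spleen 1 of 10, for intact blood against spleen 1 of 10 and for blood against spleen after resection 1 of 10, and no other split gave more than 2, 1, 3 and 2 calls. With 10 splits the share cannot go under 0.1, so the groups and a chance arrangement cannot be told apart by this test.

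Whether the replicate numbers pair the libraries is not settled. Deviations from the group means of libraries with the same number had correlations from -0.00205 to 0.0177 across genes for resection in blood, -0.0460 to 0.0208 for resection in spleen, 0.000203 to 0.0505 for intact blood against spleen and 0.0420 to 0.189 for blood against spleen after resection, where 2 of 3 were over 0.1. In the last comparison libraries with different numbers had -0.186 to 0.0734, so pairing is not excluded there. With the number as a replicate block the calls were 83 higher and 67 lower for resection in spleen and 0 higher and 1 lower for the difference between the tissues, where 1506 were higher at an unadjusted p under 0.05 and the 1 lower feature was known by a RefSeq accession only. With the block 73.8%, 43.0%, 71.5%, 80.9% and 1.75% of the calls were made again in the 5 comparisons. The block turned the sign of 3 family medians, which were 0.0689 for integrins for resection in blood, -0.00973 for interleukins and their receptors in spleen and -0.11 for claudins, connexins and zonula occludens genes in spleen.

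Of 40 family tests over the 4 comparisons of 2 groups, 14 passed camera, 9 passed fry and 1 passed camera with an estimated correlation, and 13 to 20 passed with a library left out. Of 76 list tests 42 passed camera, 4 with the estimated correlation and 39 to 45 with a library left out. Why fewer passed with the estimated correlation was not tested. Of the genes stated by the paper, counted once in each comparison, 44 were called in the stated direction. With all libraries and adjusted p-values it was from 33 with at least 10 counts in every library, where 14 of the calls were not tested, to 57 with DESeq2. With unadjusted p-values it was 71 in edgeR, 74 with DESeq2 and 75 with DESeq2 on the 2 groups and entries as deposited. With a library left out it ran from 29 without resected blood library 2 to 48 without intact blood library 3.

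Some values changed sign. Icam2 in intact blood against spleen was 0.0709 with DESeq2, 0.0756 with RLE factors, 0.0657 without the filter, 0.0741 with entries as deposited, 0.11 without haemoglobin genes and 0.00357 with the 2 groups only, and from -0.0808 to 0.18 (turned without intact splenic library 1, 2 or 3 or intact blood library 2 or 3) with each library left out. With the 2 groups only, the chemokine receptors had a median of 0.0529 for resection in blood and the CAM-named genes of 0.0873 for blood against spleen after resection, and the mesothelial genes of -0.37 for resection in spleen. The libraries without which the sign turned are given with each range. With each library left out, Ccr2 ran from -0.23 to 0.46 (turned without intact blood library 3) for resection in blood, Cd2ap from -0.27 to 0.21 (turned without intact splenic library 3 or resected splenic library 3) for resection in spleen and Cx3cr1 from -0.58 to 0.30 (turned without intact splenic library 3, resected splenic library 3, resected blood library 1 or 2 or intact blood library 3) for the difference between the tissues. The medians of this difference ran from -0.17 to 0.57 (turned without resected splenic library 3, resected blood library 2 or intact blood library 2) for red pulp macrophage genes and from -0.68 to 0.72 (turned without intact splenic library 1 or 2 or intact blood library 2 or 3) for mesothelial genes. For resection in blood the medians ran from -0.40 to 0.31 (turned without resected blood library 3 or intact blood library 1 or 2) for integrins, from -0.59 to 0.14 (turned without intact blood library 1 or 2) for chemokine receptors, from -0.0702 to 0.77 (turned without resected blood library 1) for plasma cell genes, from -0.26 to 0.19 (turned without resected blood library 3 or intact blood library 1 or 2) for conventional dendritic cell genes and from -2.07 to 1.35 (turned without intact blood library 3) for proliferation genes. For resection in spleen they ran from -0.0331 to 0.16 (turned without resected splenic library 1 or 3) for CAM-named genes, from -0.26 to 0.40 (turned without intact splenic library 3 or resected splenic library 3) for chemokine receptors and from -0.16 to 0.19 (turned without resected splenic library 3) for interleukins and their receptors, and for blood against spleen after resection from -0.21 to 0.18 (turned without resected splenic library 3 or resected blood library 1) for chemokine receptors and from -0.50 to 0.36 (turned without resected splenic library 3) for CAM-named genes. The cause of these changes was not tested beyond the library left out.

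Of the other values for single genes under alternatives with all libraries, 865 kept their direction and their side of the threshold, 54 no longer passed and 25 passed in addition. With a library left out 739 kept both, 9 passed in addition, and the others no longer passed or are given above. For families and lists they were 265, 49 and 4 with all libraries and 378, 19 and 10 with a library left out. Depth limits the genes at 3 counts or fewer in a whole group, whose fold changes are lower bounds. Thinning all libraries to one total count, haemoglobin included, left 94.2% of the calls for resection in spleen in place.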

Differences from the paper's values

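The alternatives with features that have a symbol only and with DESeq2 on 2 groups, entries as deposited and unadjusted p-values were tests chosen only after the values were seen, and the others were set before the data were examined.

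The paper gives 4509 genes with changed expression in blood monocytes after resection, 2509 increased and 2000 decreased. The paper's text does not say whether its p-values were adjusted. Here, with adjusted p-values, the numbers were 2801, 1570 and 1231. Each came within 1.5 times of the paper's under 4 of the alternatives set before the data were examined. They were 3825, 2159 and 1666 with DESeq2, 4872, 2614 and 2258 with DESeq2 and unadjusted p-values, 4242, 2168 and 2074 without a limit on the fold change and 4350, 2231 and 2119 with unadjusted p-values in edgeR. With RLE factors, no filter, at least 10 counts in every library, entries as deposited, haemoglobin genes left out, the replicate number as a covariate, only the 2 groups compared and each of the 6 blood libraries left out, they stayed further away. The alternatives chosen after seeing the values gave 4648, 2582 and 2066 with DESeq2 on the 2 groups, entries as deposited and unadjusted p-values, where 35.3% of the called entries were RefSeq accessions, and 1681 increased and 1343 decreased with symbols only, all within 1.5 times of the paper's.

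For splenic monocytes after resection the paper gives 3171 genes, 1953 increased and 1218 decreased. Here the numbers were 277, 157 and 120. Of the alternatives set before the data were examined, 2 came within 1.5 times of the paper's, with 2788, 1700 and 1088 for DESeq2 with unadjusted p-values and 2275, 1420 and 855 for edgeR with unadjusted p-values. The other 15, which were DESeq2 with adjusted p-values (1589, 970 and 619), no limit on the fold change (413, of which 206 increased) and the 13 kinds of fit that also stayed away in blood, with the 6 splenic libraries in place of the blood libraries, did not. The alternatives chosen after seeing the values gave 3266, 2015 and 1251 with DESeq2 on the 2 groups, entries as deposited and unadjusted p-values, which is within 1.5 times of the paper's and of which 41.7% were RefSeq accessions, and 295 increased and 201 decreased with symbols only, which is not.

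The paper states a direction for 24 tested genes for resection in blood, 15 for resection in spleen, 22 for intact blood against spleen and 23 for blood against spleen after resection. Called in that direction were 16, 0, 11 and 17. DESeq2 with adjusted p-values further called Epcam for resection in blood, Memo1, Ccr6, Cxcr6, Cx3cr1, Cercam, Ceacam10, Icam4 and Nrcam for resection in spleen, Ccr1, Ccr4 and Icam4 for intact blood against spleen and Nrcam and Icam1 for blood against spleen after resection. With unadjusted p-values in edgeR the further ones were Cxcr5, Epcam and Ncam1 for resection in blood, Memo1, Ccrl2, Ccr7, Cxcr1, Ccr2, Ccr6, Cxcr6, Cx3cr1, Cercam, Ceacam10, Icam4 and Nrcam for resection in spleen, Ccr8, Ccr1, Cxcr1, Ccr4, Cx3cr1, Icam4, Icam5 and Ncam1 for intact blood against spleen and Cx3cr1, Ceacam2, Nrcam and Icam1 for blood against spleen after resection. DESeq2 with unadjusted p-values called these and further Ccr7 and Icam4 for resection in blood and Ccr1l1 and Vcan for intact blood against spleen. DESeq2 on the 2 groups with entries as deposited and unadjusted p-values, chosen after the values were seen, called the same genes apart from Ceacam2 for blood against spleen after resection and called Ceacam16 there. Leaving out the limit on the fold change called 0 further genes. Some calls in the stated direction were not made under other settings. DESeq2 over all groups gave Cxcl3 no p-value for resection in blood, and it was called by DESeq2 on the 2 groups. With RLE factors, and also with haemoglobin genes left out, Ceacam10 and Ceacam16 for intact blood against spleen and Cercam for blood against spleen after resection were not called. With entries as deposited these were Cxcr2, Ceacam2, Ceacam10 and Ceacam16 for intact blood against spleen and Ccr1l1 and Cercam for blood against spleen after resection, with no filter Ccr10, Cxcr2, Ceacam2, Ceacam10 and Ceacam16 for intact blood against spleen and Ccr1l1 and Cercam for blood against spleen after resection, and with only the 2 groups compared Cxcr2, Ccr4 and Bcam for resection in blood, Cxcr2, Ceacam2, Ceacam10 and Ceacam16 for intact blood against spleen and Ccr1l1 and Cercam for blood against spleen after resection. With the replicate number as a covariate 8 were lost. They were Cxcr2 for resection in blood, Cxcr2, Ceacam2, Ceacam10 and Ceacam16 for intact blood against spleen and Ccr1l1, Cercam and Ceacam19 for blood against spleen after resection. With at least 10 counts in every library 14 of the calls were not tested, and with a library left out from 3 to 15 were lost, most without resected blood library 2.

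Other settings called some of these genes too. They were Memo1 and Cx3cr1 for resection in spleen and Icam1 for blood against spleen after resection with at least 10 counts in every library, Ccr4 for intact blood against spleen with RLE factors, Ccr4 for intact blood against spleen and Icam1 for blood against spleen after resection with haemoglobin genes left out, Nrcam for resection in spleen and Nrcam and Icam1 for blood against spleen after resection with only the 2 groups compared, and Memo1 and Cx3cr1 for resection in spleen, Ccr1, Ccr4 and Icam4 for intact blood against spleen and Nrcam and Icam1 for blood against spleen after resection with symbols only, which was chosen after the values were seen. Without resected splenic library 1 they were Memo1 for resection in spleen. Without intact blood library 3 they were Ccr7 and Cxcr5 for resection in blood, Memo1, Ccr2, Ccr6, Cx3cr1 and Nrcam for resection in spleen and Ceacam16, Nrcam and Icam1 for blood against spleen after resection. Without intact blood library 2 they were Cxcr1 and Ccr4 for intact blood against spleen and Nrcam for blood against spleen after resection. Without resected splenic library 3 they were Ccr4 for intact blood against spleen and Ceacam2 for blood against spleen after resection.

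Of the genes the paper gives as increased in blood after resection, Plxnb2 had a log2 fold change of 0.36 and Ccr2 of 0.16, and neither was called under any setting. Sh2d3c, also given as increased there, had a log2 fold change of -0.78. The statement on Ccr2 can also be read as blood against spleen after resection, the comparison in the paper's Results. There Ccr2 was called higher in blood, with a log2 fold change of 1.89. Of the genes given as increased in spleen after resection, Prkx had -0.76 and Cd2ap -0.0446, and the mean of Tns2 was at least 5.94-fold lower. The Tns2 value lies near the limit of detection, as an intact library also held no counts, and it did not pass edgeR's quasi-likelihood test (adjusted p = 0.254). Icam2, given as lower in intact blood than in intact spleen, had -9.09e-05. Vcan is drawn among the genes lower in blood than in spleen after resection and had 2.23. The paper places most genes with decreased expression in blood after resection in pathways of chemokines, integrins, interleukins and the cholecystokinin receptor, the last of which was not tested here. In the families defined by symbol, which are not the lists the paper used, called lower were 0 of 27 chemokines (0 at an unadjusted p under 0.05), 1 integrin (Itga10) and 2 interleukin or receptor genes (Il17rb and Il12rb2), which were picked after their values were seen.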

Other observations

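The cell type lists, their tests and the fits without haemoglobin genes or with a library left out were set before the data were examined. Their use in this part, and all other tests in it, were chosen only after the result was seen.

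The genes changed in blood monocytes after resection were called again after corrections for technical trends. With transcript length as an offset 90.6% of the called genes with a length were called again. This share was 96.4% with GC content and 99.4% without haemoglobin genes, which argues against each of these trends as the whole cause. With counts thinned to one total per library, haemoglobin included, it was 95.4%. That argues against the total count as the whole cause, but the depth of the other genes was not made equal. A length was known for 84.4% of the called genes but for 71.7% of all features tested, under 80%, so a check of length over all features is void. Over the features with a length, longer transcripts had lower log2 fold changes after resection, with a Spearman correlation across genes of -0.15 in blood and -0.16 in spleen, and genes are not independent replicates. A change in the monocytes with resection stays open beside a different mixture of cells.

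The lists of other cell types not discussed above moved as follows in blood after resection. Monocyte genes had a median log2 fold change of 0.39, or 0.19 without resected blood library 2, 0.77 without intact blood library 1 and 0.0688 without intact blood library 3. NK-cell genes had -2.10, Kupffer cell genes 1.31 and eosinophil genes 0.81. Plasma cell genes had 0.60, which was 0.39 with genes at the limit of counting set to their bounds and -0.0702 without resected blood library 1. Erythroid genes had 0.59, or 0.18 without resected blood library 2, 0.89 without resected blood library 3, 1.04 without intact blood library 1 and 0.23 without intact blood library 3. For plasmacytoid dendritic cell genes the median was -0.66, or -1.17 without resected blood library 1, -0.33 without resected blood library 3, -0.0603 without intact blood library 1 and -1.07 without intact blood library 3. For conventional dendritic cell genes it was -0.04, and from -0.26 to 0.19 with each library left out, above 0 without resected blood library 3 or intact blood library 1 or 2. For basophil genes it was -1.06, or -0.31 without intact blood library 1 and -1.55 without intact blood library 3. Of the hepatocyte list 0 genes passed the expression filter, the highest count being 60 for Alb. NK-cell genes passed camera (adjusted p = 0.0239) but not fry, and no longer passed without resected blood library 3 (-1.79), intact blood library 1 (-1.96) or intact blood library 2 (-1.80). Kupffer cell genes did not pass camera (adjusted p = 0.0571), and passed without resected blood library 3 (1.45) or intact blood library 1 (1.34). No explanation was tested for these lists.

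Single libraries stood apart in a few genes, which were picked after their values were seen. Intact blood library 3 had 677 CPM of Dntt, without TMM scaling, against 6.07 and 3.31 in the other 2. Its summed T-cell level was 3004 CPM against 1246 and 1152 CPM, and its summed level of proliferation genes 1699 CPM against 96.5 and 74.8 CPM. The median log2 fold change of the proliferation list in blood after resection was -1.63, and 1.35 without this library. Xist, the transcript of the inactive X chromosome, was at 36.8 CPM, without TMM scaling, in resected blood library 2 and at most 1.21 in the other 11 libraries. The sum of 4 genes of the Y chromosome was 147 CPM in that library and 169 and 216 in the other 2 of its group. Whether intact blood library 3 or resected blood library 2 was mixed or mislabelled could not be settled. On the first principal component, with 31.9% of the variance, resected splenic library 3 lay at -21.3 and the other 5 splenic libraries from -62.1 to -49.8.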
